# Runx3, Brn3a and Isl1 interplay orchestrates the transcriptional program in the early stages of proprioceptive neuron development

**DOI:** 10.1371/journal.pgen.1011401

**Published:** 2024-12-23

**Authors:** Kira Orlovsky, Elena Appel, Shay Hantisteanu, Tsviya Olender, Joseph Lotem, Ditsa Levanon, Yoram Groner

## Abstract

**Background:**

The development and diversification of sensory proprioceptive neurons, which reside in the dorsal root ganglia (DRG) and express the tropomyosin receptor kinase C (TrkC), depend on the transcription factor (TF) Runx3. Runx3-deficient mice develop severe limb ataxia due to TrkC neuron cell death. Two additional TFs Pou4f1 (also called Brn3a) and Isl1 also play an important role in sensory neuron development. Thus, we aimed to unravel the chromatin state of early-developing TrkC neurons and decipher the Runx3 high-confidence target genes (HCT) and the possible cooperation between Runx3, Brn3a and Isl1 in the regulation of these genes.

**Methods:**

*Runx3* expression is driven by the gene proximal P2 promoter. Transcriptome analysis was conducted by RNA-seq on RNA isolated from heterozygous (P2+/-) vs. homozygous (P2-/-) TrkC neurons and differentially expressed genes (DEGs) were determined. Genome-wide occupancy of Runx3, Brn3a, Isl1 and histone H3 acetylated on lysine 27 (H3K27Ac) was determined using CUT&RUN. The landscape of Transposase-accessible chromatin was analyzed via ATAC-seq.

**Findings:**

The intersection of Runx3 genomic occupancy-associated genes and DEG data discovered 244 Runx3 HCT. Brn3a and Isl1 were found to bind to numerous genomic loci, some of which overlapped with Runx3. Most genomic regions bound by each of these three TFs or co-bound by them resided in distantly located enhancer regions rather than in gene promoters. In activated and suppressed neuronal Runx3 HCT, Runx3 cooperated mainly with Brn3a to regulate expression through distantly located enhancers. Interestingly, suppression of non-neuronal immune genes was mainly managed via Runx3 without Brn3a. The distribution of ATAC and H3K27Ac marked regions in Runx3 peaks containing at least one RUNX binding site (Runx3_RBS) revealed that while most promoter regions were marked by ATAC, a prominent fraction of intron/intergenic regions occupied by Runx3, Brn3a or Isl1 were unmarked by ATAC and/or H3K27Ac.

**Conclusions:**

These analyses shed new light on the interplay of Runx3, Brn3a, Isl1, and open chromatin regions in regulating the Runx3 HCT in the early developmental stages of TrkC neurons.

## Author summary

While the importance of Runx3, Brn3a and Isl1 TFs during early development and specification of DRG TrkC sensory neurons is well established, the genomic details of their molecular function in this process are not well understood, largely because of lacking details on their genomic occupancy. In the current study, we concentrated on characterizing the chromatin state of early-developing TrkC neurons and deciphering the genomic occupancy landscape of Runx3 and two other TFs, Brn3a and Isl1. These analyses and our RNA-seq data revealed 244 Runx3 HCT in the early developmental stages of TrkC neurons and the mode of the combined action of Runx3, Brn3a, and Isl1 in regulating these genes. We found that all three TFs bind to numerous genomic loci, some of which overlapped. Most genomic regions co-bound by these TFs resided in distantly located enhancer regions rather than in gene promoters. While most promoter regions containing Runx3_RBS peaks were marked by ATAC and H3K27Ac, a prominent fraction of Runx3, Brn3a, and Isl1 occupied regions in intron/intergenic regions were unmarked by ATAC and/or H3K27Ac. Our analysis revealed cooperation between Runx3 and mainly Brn3a in neuronal genes that are either positively or negatively regulated Runx3 HCT. Interestingly, suppression of non-neuronal immune genes is largely managed via Runx3 without Brn3a.

## Introduction

Proprioceptive neurons are essential for limb movement coordination, they reside in the dorsal root ganglia (DRG) and are marked by the tropomyosin receptor kinase C (TrkC) expression [1]. The TF Runx3 is crucial for the proper development of TrkC neurons [2]. In Runx3-deficient mice, TrkC neurons are generated but fail to extend central and peripheral afferents, leading to neuronal death and limb ataxia. However, the transcription program orchestrated by Runx3 at the early developmental stages of TrkC neurons is largely unknown. *Runx3* is expressed in TrkC neurons via the P2 promoter, and similarly to Runx3-deficient mice, P2-/- mice also develop severe limb ataxia [3]. Comparison between the E11.5 transcriptome of heterozygous (P2+/-) and homozygous (P2-/-) TrkC DRG neurons, revealed Runx3-responsive genes [3]. Still, it was unclear which of the differentially expressed genes were direct targets of Runx3. Thus, genomic landscape analysis of Runx3 binding in TrkC neurons in E11.5 DRG was also required to gain insight into the transcription program orchestrated by Runx3 at their early developmental stages. In the current study, we concentrated on characterizing the chromatin state of early-developing TrkC neurons and deciphering the genomic occupancy landscape of Runx3 and two other TFs, Brn3a and Isl1, known as important sensory neurogenesis regulators. These analyses and our RNA-seq data revealed 244 Runx3 HCT in the early developmental stages of TrkC neurons and the mode of the combined action of Runx3, Brn3a, and Isl1 in regulating these genes. We also determined the genome-wide distribution of ATAC and H3K27Ac marked genomic regions and their overlap with Runx3, Brn3a, and Isl1 bound regions containing their respective consensus TF binding sites (TF_TFBS).

## Results

### BAC-E-GFP recapitulates Runx3 expression in TrkC neurons from earliest developmental stages

Our previous study analyzed the pattern of reporter gene expression in the presence of reporter-expressing bacterial artificial chromosomes (BACs) that span the entire *Runx3* locus [3]. Among these, BAC-E (220 kb in length) that extends 5’ ~166 kb upstream of *Runx3* P1 promoter and 3’ reached the beginning of exon 6 (Fig 1A), conferred a high level of GFP expression in all Runx3-expressing tissues at E14.5, including DRG TrkC neurons [3]. BAC-E includes the three *Runx3* enhancers (R1, R2, and R3) shown to confer expression in TrkC neurons from the earliest neurogenic stages [3]. BAC-E-derived GFP is detected from early developmental stages of TrkC neurons at E11.5 (Fig 1B). Therefore, isolating Runx3 expressing TrkC neurons using transgenic mice expressing BAC-E-GFP is possible and informative.

**Fig 1:**
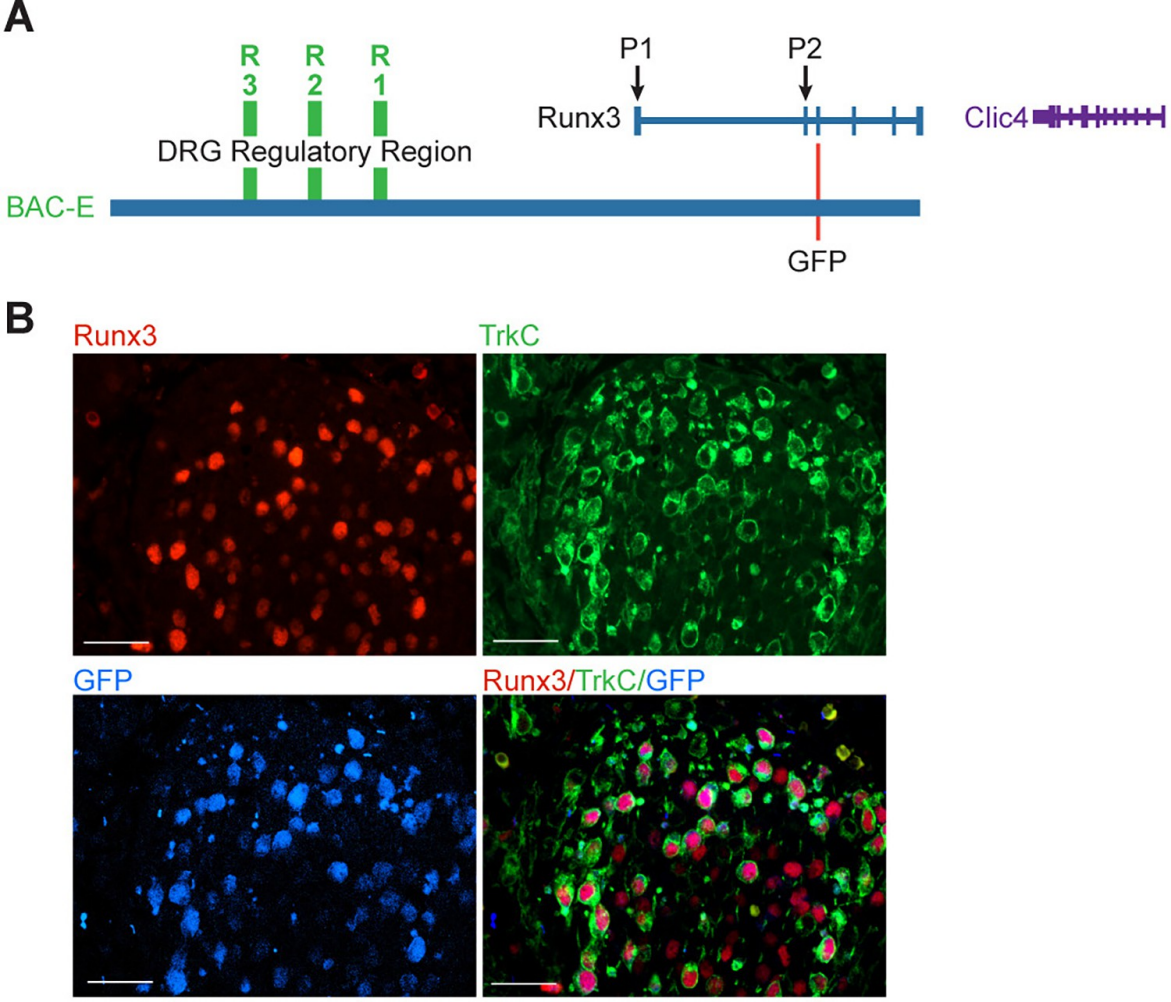
BAC-E-GFP recapitulates Runx3 expression in TrkC neurons from their early developmental stage. A, the *Runx3* locus including BAC-E that spans the regulatory region harboring the three *Runx3*-enhancer regions R1, R2, and R3. B, immunofluorescence of BAC-E-driven Runx3, TrkC, GFP, and merged in E11.5 DRG. Bar, 50μm.

### Accessible chromatin and H3K27Ac-marked regions in E11.5 Runx3-expressing DRG neurons

We analyzed the chromatin state by ATAC-seq to get a first glance at accessibility in regulatory regions of TrkC neurons at this early (E11.5) differentiation stage. This analysis revealed ~64,000 regions of open chromatin, of which ~30% were in gene promoters [(up to ± 1 kb from the transcription start site (TSS)] and ~70% in intron/intergenic regions (Fig 2A). 

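Open chromatin of E11.5 TrkC neurons was mapped by ATAC-seq, in which a transposase cuts and tags accessible DNA, in 3 samples of 50000 cells each. The DRG of 10 to 20 embryos bearing BAC-E-GFP were pooled, so each sample averages over many embryos. In 2 experiments, the methods state, neurons of GFP-positive or WT mice were isolated with magnetic beads, and whether a sample came from WT mice is not known here. The names of their controls give magnetic sorting for Runx3 samples 1 and 3, FACS for the Brn3a and Isl1 samples and 5 of the other Runx3 samples, and neither for H3K27Ac and Runx3 sample 7. The authors trimmed the reads with Cutadapt and aligned them to mm10 with Bowtie2 2.3.4.1. They removed PCR duplicates with Picard 1.119 and non-uniquely mapped reads with Samtools, kept read pairs with an inner distance of up to 120 bp, and called peaks with MACS2 2.1.1.20160309. A consensus peak was shared by at least 2 of the 3 samples, and blacklisted regions were left out. The consensus list gives the position of every peak but no signal, score or read count, so the depth is unknown and the spread between the samples was not measured. The 64227 ATAC peaks had a median width of 204 bp (quartiles 146 and 315 bp) and covered 16.4 Mb of the genome. Here, a peak was placed in a promoter when its midpoint lay within 1 kb of the TSS of any transcript in GENCODE M21, and in introns/intergenic regions otherwise. Before peaks were overlapped, ATAC peaks under 500 bp and all other peaks under 300 bp were widened to those lengths about their midpoint, and 1 bp of overlap was enough. Shares are given with 95% Wilson confidence intervals. Peaks, not embryos, are the units of these intervals and of every test on peaks, so they describe counting error in the lists only.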

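Open chromatin lay at promoters but more often away from them. The domain of *Pou4f1*, which encodes Brn3a (chromosome 14, 104461676 to 104467999), spans 672 kb and held 30 ATAC peaks, 4 of them in promoters. *Ntrk3*, which encodes TrkC (chromosome 7, 78175959 to 78738012), had 19 ATAC peaks in 1040 kb with 3 in promoters, and *Isl1* (chromosome 13, 116298281 to 116309689) had 31 in 1715 kb with 1 in a promoter. The myeloid TF gene *Spi1* had 2 ATAC peaks in 37.7 kb, neither in a promoter, and no ATAC peak was found in the 58.7 kb of *Itgam*. Per Mb of domain, myeloid and lymphoid markers held 35.5 ATAC peaks and TF genes of sensory neuron development 32.6. A domain here runs from 5 kb upstream and 1 kb downstream of a TSS out to the neighboring domains within 1 Mb, as in GREAT. Over the genome, 23359 ATAC peaks (36.4%, 36.0–36.7%) were in promoters and 40868 (63.6%) in introns/intergenic regions.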

H3K27Ac marked genomic regions are well established as signatures of putative active transcriptional enhancers [4]; however, H3K27Ac also marks many promoter regions [5]. Using the CUT&RUN method on E11.5 TrkC DRG neurons, revealed 32,655 H3K27Ac-marked genomic regions, ~40% of which resided in promoter regions. 

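H3K27Ac was mapped by CUT&RUN, in which a nuclease bound to an antibody releases the DNA around its target, with anti-H3K27Ac diluted 1:50 in 5 samples. The methods give 100000 to 150000 cells per CUT&RUN sample and the sample labels 300000 to 600000. Reads were trimmed with Cutadapt and aligned to mm10 by the authors, and fragments of up to 90 bp were used to call peaks with MACS2 against control samples with non-immune rabbit serum, of which there were 5 for all targets together. The CUT&RUN paragraph of the methods gives no tool versions. Consensus peaks were shared by at least 3 of the 5 samples, and peaks with more than 60% of their length in repeats were removed. The list holds 32655 peaks without any signal per peak. They were wider than ATAC peaks, with a median of 716 bp (quartiles 445 and 1165 bp), and covered 29.2 Mb.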

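H3K27Ac marked promoters and distal regions about equally often, with 15588 peaks (47.7%, 47.2–48.3%) in promoters. *Ntrk3* had 12 H3K27Ac peaks in its domain, *Pou4f1* 7 and *Isl1* 2. *Runx3* (chromosome 4, 135120652 to 135177990) had 98, of which 96 lay in the 220 kb covered by the BAC-E transgene of these mice, where the stretches of the same length on the 5' and 3' sides held 9 and 5. The widest H3K27Ac peak spanned 93.9 kb on chromosome 7 (59506254 to 59600186) and 51 annotated genes, none of them protein-coding. The next spanned 86.7 kb on chromosome 8 (123537458 to 123624198) and 52 annotated genes.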

Analyzing the extent of overlap between all ATAC and H3K27Ac-marked regions revealed that most (~88%) of ATAC peaks in promoters and ~44% of ATAC peaks in intron/intergenic regions were also marked with H3H27Ac (Fig 2A). This result could be explained, at least in part, by the temporal changes in chromatin accessibility that tend to precede acquisition of the H3K27Ac marker [6].

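Most open promoters carried H3K27Ac, and open introns/intergenic regions carried it less often. Of ATAC peaks in promoters, 18586 overlapped an H3K27Ac peak (79.6%, 79.0–80.1%), against 11254 in introns/intergenic regions (27.5%, 27.1–28.0%), an odds ratio of 10.2 (95% interval 9.86–10.6, Fisher's exact test), and of 5.44 with peaks of a fixed width about their midpoint. In all, 29840 ATAC peaks (46.5%) were marked. When the H3K27Ac peaks were shifted around each chromosome at random 1000 times, 1150.5 ATAC peaks were marked on average and at most 1323. Conversely, 23978 H3K27Ac peaks (73.4%) overlapped an ATAC peak. Marked ATAC peaks were the wider ones, with medians of 318 bp against 181 bp in promoters and 237 bp against 164 bp in introns/intergenic regions. The paper proposes that the distal ATAC peaks without the mark reflect, in part, the order of events, with accessibility gained before H3K27Ac.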

**Fig 2:**
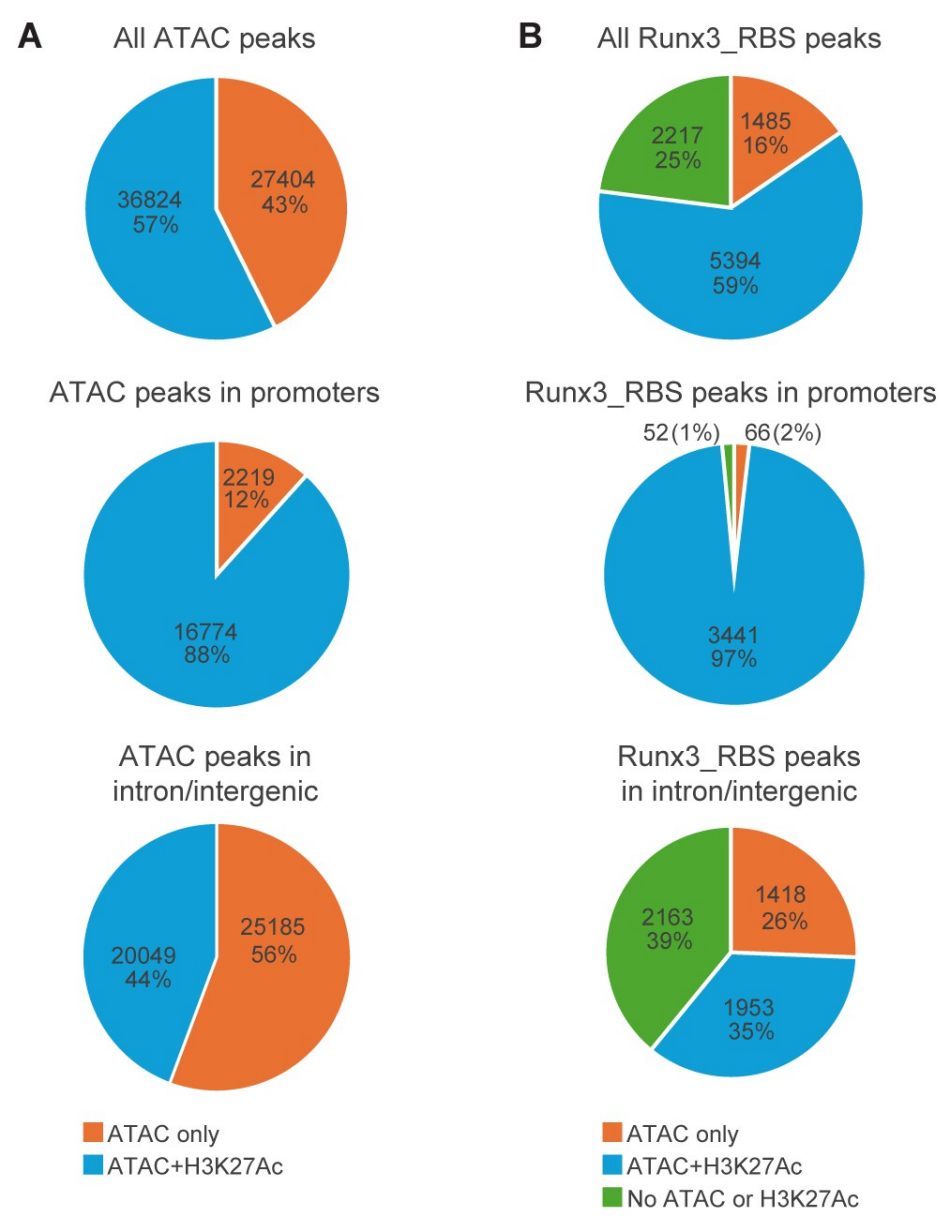
Distribution of ATAC and ATAC +H3K27Ac peaks in the whole genome and in Runx3_RBS peaks of E11.5 TrkC neurons. A, all ATAC peaks (top), ATAC peaks in promoters (middle) and ATAC peaks in -only intron/intergenic (bottom). B, all Runx3_RBS peaks (top), Runx3_RBS peaks in promoters (middle), and Runx3_RBS peaks in introns/intergenic regions (bottom).

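Genes open both at the promoter and in introns/intergenic regions were the largest group. *Etv1*, with 31 ATAC peaks of which 5 were in promoters, and *Elavl4*, with 27 of which 7 were in promoters, belonged to it. *Gapdh* had 2 ATAC peaks, both in promoters. *Sox10*, a gene of glia and neural crest, had 4, all in introns/intergenic regions. Of 21938 protein-coding genes with a domain, 11196 had both kinds of ATAC peaks, 4265 had them in promoters only, 2669 in introns/intergenic regions only, and 3808 had none. A domain was built on 1 TSS per gene, and a promoter peak in it can lie at any annotated transcript. As shares of the 18130 genes with an ATAC peak, the groups made up 61.8%, 23.5% and 14.7%.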

Genome-wide association of ATAC peaks with genes, using GREAT, revealed 4,557 genes with ATAC peaks only in their promoters (P-only), 5,431 genes with ATAC peaks only in their intron/intergenic regions (I-only), and 8,971 genes with ATAC peaks in both their promoters and intron/intergenic regions (P-I). We then determined whether these three gene groups differed in enriched GO terms. 

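TF genes of sensory neurons and genes used by most neurons were mostly open both in promoters and in introns/intergenic regions. All 29 TF genes of sensory neuron development in a fixed list, among them *Pou4f1*, *Isl1*, *Runx3*, *Etv1* and *Prdm12*, had both kinds of ATAC peaks, and so did 15 of 16 genes used by most neurons, such as *Snap25*, *Tubb3* and *Syt1*. Among genes of axon guidance and neuronal adhesion, *Dcc* included, 24 of 26 did. The share among all other genes was 51.0%. After adjustment over 11 lists (Benjamini-Hochberg), p was 4.7e-08 for the TF genes, 0.00148 for the genes of most neurons and 6.3e-05 for axon guidance and adhesion (Fisher's exact test, two-sided). For axon guidance and adhesion the excess did not hold within bins of domain length (adjusted permutation p = 0.152). Of 18 ion channel genes of sensory neurons, 12 had both kinds of peaks (66.7%, odds ratio 1.92, adjusted p = 0.329 by the same exact test). With gene bodies and the sequence up to the neighboring genes, the odds ratio for ion channels was 8.93 (adjusted p = 0.00169, exact test). These lists were fixed before the data were examined and take the place of GO terms, which were not analysed here.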

Interestingly, the P-I gene group was the only one prominently enriched for multiple neuronal terms under all GO term categories (S1 Table). The P-only genes showed minimal enrichment for some neuronal GO terms under “Cell component” (GO:CC) and KEGG. The I-only group of genes was mainly enriched for terms associated with immune/inflammatory processes, although a few neuronal terms were also enriched (S1 Table). 

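Genes of myeloid and lymphoid cells were open mostly outside promoters. Of 20 such marker genes, 13 had ATAC peaks in introns/intergenic regions only, 4 had both kinds, 3 had no ATAC peak and none was open at the promoter alone. *Spi1*, *Cx3cr1* and *Csf1r* were in the first group with 2, 1 and 3 ATAC peaks, whereas *Ptprc*, with a domain of 1093 kb, had 31 ATAC peaks and 4 in promoters. Both kinds of peaks were thus rarer than in other genes (20.0% against 51.1%, odds ratio 0.240, adjusted p = 0.0115 over 11 lists, Fisher's exact test). This depended on how peaks were given to genes. The odds ratio was 0.280 with the nearest TSS (adjusted p = 0.0576, exact test) and 0.912 with gene bodies and the sequence up to the neighboring genes (adjusted p = 1, exact test). Of 15 marker genes of liver, muscle and erythroid cells, 6 had ATAC peaks outside promoters only and 6 had both kinds.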

Taken together, the identity of the E11.5 Runx3-expressing DRG neurons was most prominently observed in the P-I group of genes, which harbors ATAC peaks both in their promoters and intron/intergenic regions that contain genomic enhancers. Moreover, among the corresponding three H3K27Ac-marked gene groups, the P-I group and to a lesser extent the I-group revealed neuronal identity (S1 Table).

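Neuronal genes lie in longer domains than other genes, which gives more room for distal peaks. Domain length ran from a median of 48.9 kb for genes used by every cell and 58.3 kb for myeloid and lymphoid markers to 1406 kb for axon guidance and adhesion. Labels were therefore permuted 100000 times within 5 bins of domain length. The excess of both kinds of ATAC peaks stayed for TF genes of sensory neurons (adjusted permutation p = 0.00198 over 11 lists) and for genes of most neurons (0.0230). It no longer held for axon guidance and adhesion (adjusted permutation p = 0.152) or for mesenchyme markers (0.127), although all 10 of the latter, including *Col1a1*, *Col3a1* and *Pdgfra*, had both kinds of peaks. For the deficit of myeloid and lymphoid markers the adjusted permutation p was 0.0480, and whether it passes 0.05 depends on how many lists are adjusted over, so it is not counted as kept. From its GO terms the paper concludes that the identity of these neurons shows most clearly in genes that are open both at the promoter and at introns/intergenic regions.

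**Figure D1:**
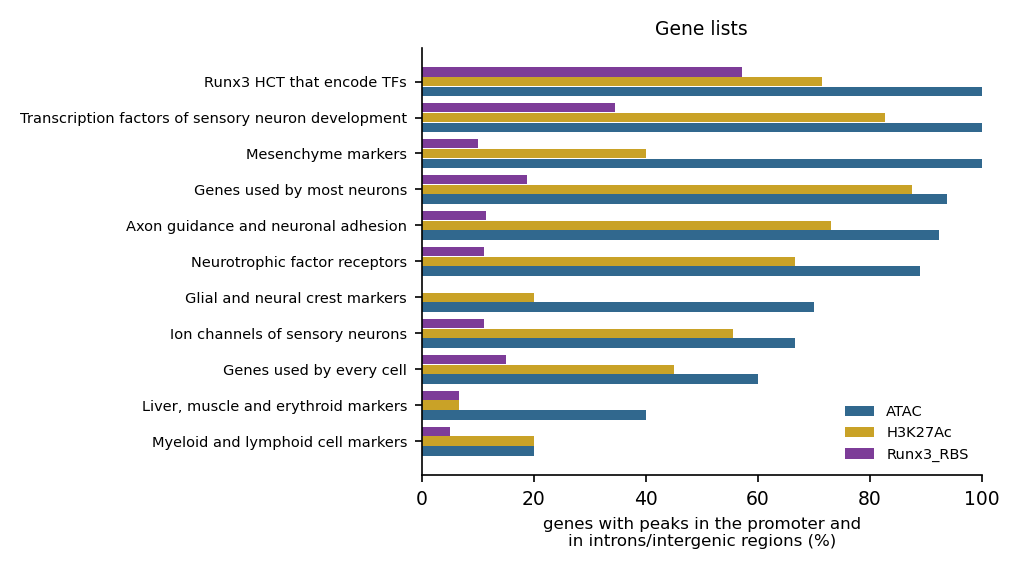
Share of the genes of each list (percent, x axis) with peaks both in the promoter and in introns/intergenic regions, for ATAC, H3K27Ac and Runx3_RBS peaks (bars). TF genes of sensory neuron development reach 100% for ATAC, and myeloid and lymphoid markers 20.0%.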

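H3K27Ac of both kinds was frequent at TF genes of sensory neurons and at genes used by most neurons. It lay both in promoters and in introns/intergenic regions of 24 of 29 TF genes of sensory neuron development (82.8%) and of 14 of 16 genes used by most neurons (87.5%), against 32.6% of other genes. Adjusted p over 11 lists was 4.2e-07 and 5.0e-05 by Fisher's exact test, and 0.00231 for each when labels were permuted within bins of domain length. Of 10 glial and neural crest markers such as *Sox10*, 2 had H3K27Ac of both kinds. Over all genes, 7163 had H3K27Ac peaks of both kinds, 6708 in promoters only and 1929 in introns/intergenic regions only.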

### Runx3-bound genomic regions in E11.5 TrkC neurons

The genome-wide landscape of Runx3 binding revealed 13,443 Runx3 peaks and 9,601 of them (71%) harbored at least one RBS (Runx3_RBS). 

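Runx3 was mapped by CUT&RUN with a rabbit anti-Runx3 antibody diluted 1:200 in 8 samples, the largest number for any target. Consensus peaks were those shared by at least 4 of the 8 samples and were otherwise made as for H3K27Ac. The list holds a count of RBS for every peak. Counting RCCRCA (R = A or G) on either strand of the mm10 sequence gave the same count for all 13443 peaks.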

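Runx3-bound regions carried its motif well above the surrounding sequence. Of 13443 Runx3 peaks, with a median width of 281 bp, 9601 held an RBS (71.4%, 70.7–72.2%). A single RBS was found in 4723 peaks, 2 in 2935, 3 in 1254, 4 in 436 and 5 or more in 253. The domain of *Ntrk2* held 18 Runx3_RBS peaks and that of *Runx1* 15. The domain of *Runx3* itself held 45 Runx3_RBS and 18 Runx3_noRBS peaks. Of all Runx3 peaks, 61 lay in the stretch covered by the BAC-E transgene, against 5 and 3 in stretches of the same length on its 5' and 3' sides.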

The genomic distribution of Runx3_RBS peaks showed that ~38% resided in promoter and 62% in intronic/intergenic regions (Fig 2B). Association of these Runx3_RBS peaks with genes, using GREAT, revealed 2,776 genes with P-only peaks, 4,248 with I-only peaks and 1,356 genes with both (P-I). 

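Runx3_RBS peaks were split between promoters and distal regions, and Runx3 peaks with the motif were more distal than those without. Of Runx3_RBS peaks, 4013 were in promoters (41.8%, 40.8–42.8%) and 5588 in introns/intergenic regions. An RBS was found in 64.9% of Runx3 peaks in promoters (63.7–66.0%) and in 77.0% of those in introns/intergenic regions (76.0–78.0%). *Hoxd10* and *Itga2b* each had a single Runx3_RBS peak, in a promoter, and *Ntrk3* had 4, all outside promoters.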

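Most genes near Runx3_RBS peaks had them either in promoters or in introns/intergenic regions, not in both. A gene with a single peak cannot have both kinds. Runx3_RBS peaks lay in introns/intergenic regions only for 3716 genes, in promoters only for 3223 and in both for 1529. That makes 8468 genes with a Runx3_RBS peak. *Pou4f1*, *Isl1*, *Runx1* and *Prdm12* are among the first, with 6, 6, 15 and 1 Runx3_RBS peaks. *Neurod1* is among the last, with 1 of its 3 in a promoter.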

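TF genes of sensory neurons had Runx3_RBS peaks mostly in introns/intergenic regions. Of 29 TF genes of sensory neuron development, 18 had them in introns/intergenic regions only, 10 had both kinds, 1 had none and no gene had them in promoters only. Of 9 genes of neurotrophic factor receptors, including *Ntrk2*, *Ntrk3* and *Ret*, 8 had them in introns/intergenic regions only. Among genes of axon guidance and adhesion this held for 21 of 26. Genes used by every cell had them in promoters only in 6 of 20 and in introns/intergenic regions only in 2. Their domains are shorter, with a median of 48.9 kb against 514 kb for the TF genes and 1406 kb for axon guidance and adhesion, and the difference between these lists was not tested. Of the myeloid and lymphoid markers, 9 had no Runx3_RBS peak. Having both kinds was more frequent for the TF genes than for other genes (34.5% against 6.93%, adjusted p = 8.5e-05 over 11 lists, Fisher's exact test). It remained so within bins of domain length (adjusted permutation p = 0.0322).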

GO annotation enrichment analysis revealed prominent enrichment for neuronal terms in the P-I and I-only gene groups, whereas the P-only gene group showed minor enrichment for neuronal terms and prominent enrichment for general terms such as metabolic process and transcription (S1 Table). 

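Genes bound by Runx3 were bound outside promoters alone more often than genes were open or acetylated there alone. Of genes with a Runx3_RBS peak, 43.9% had it in introns/intergenic regions only. The corresponding share was 12.2% of the 15800 genes with an H3K27Ac peak. With promoters from 1 kb upstream to 100 bp downstream of a TSS, these shares were 48.2% and 30.4%. Runx3_RBS peaks in promoters only were present for 38.1%. This order of the Runx3_RBS groups reversed with the nearest TSS (41.8% in introns/intergenic regions only against 45.4% in promoters only) and with gene bodies (35.8% against 46.7%). The list of Runx3_RBS peaks was shorter, with 9601 peaks against 32655 for H3K27Ac and 64227 for ATAC. A gene with a single peak cannot have both kinds, and list length was not matched. The shares therefore do not separate list length from where Runx3 binds.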

Notably, the proportion of I-only genes among all genes with Runx3_RBS-bound regions (51%) was much larger than that of I-only genes with ATAC or K3K27Ac peaks (29% and 18%, respectively). These results reveal that the Runx3_RBS peaks in intron/intergenic regions are mainly responsible for conferring the neuronal identity of the isolated cells. 

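Genes with Runx3_RBS peaks in introns/intergenic regions only mostly had an open promoter in their domain. Of these genes, 2780 (74.8%) were not in the groups with ATAC or H3K27Ac peaks in introns/intergenic regions only. An ATAC peak in a promoter, which can be that of any annotated transcript, was present in the domain of 3092 of them. Only 34 had no ATAC peak and 332 no H3K27Ac peak anywhere in the domain. *Etv1* is such a gene, with 2 Runx3_RBS peaks outside promoters and 5 ATAC peaks in promoters. *Cx3cr1*, with 1 Runx3_RBS peak, is open outside promoters only. Over all 21938 genes with a domain, 11196 had ATAC peaks of both kinds and 4265 had them in promoters only.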

Of note, 2,638 out of the 4,248 genes in the I-only Runx3_RBS group did not overlap with those in the I-only ATAC or H3K27Ac groups. Moreover, these 2,638 I-only genes with Runx3_RBS peaks were enriched for neuronal terms, suggesting that they could represent early neuronal genes, which are not yet fully activated by the acquisition of open chromatin and the H3K27Ac mark in genomic regions harboring enhancers.

Next, to assess the chromatin accessibility and H3K27Ac marker in Runx3-bound regions, we determined the overlap of genomic Runx3_RBS-bound peaks with ATAC and H3K27Ac peaks. 

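Promoters bound by Runx3 were mostly open and acetylated. Of Runx3_RBS peaks in promoters, 3782 overlapped an ATAC peak (94.2%) and 3668 an H3K27Ac peak (91.4%). The H3K27Ac share was 60.3% at a fixed width about the midpoint, which shortened most H3K27Ac peaks. Without a fixed width, both marks were present at 3586 of the promoter peaks (89.4%), ATAC alone at 196 (4.88%) and neither at 149 (3.71%). The P2 promoter of *Runx3* (chromosome 4, 135151494 to 135152493) is one such region, with a Runx3 peak of 1111 bp that held 8 RBS and overlapped ATAC and H3K27Ac. It lies in the span of the BAC-E transgene, where peaks are crowded.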

Almost all (98%) Runx3_RBS-bound promoter regions overlapped with ATAC, and H3K27Ac also marked 90% of them. Among Runx3_RBS peaks residing in intron/intergenic regions, only 26% overlapped with ATAC-only, and 35% were marked by ATAC and H3K27Ac (Fig 2B). These results indicated that the proportion of promoter regions marked by ATAC and H3K27Ac and overlap with Runx3_RBS (97%, Fig 2B) was larger than in all promoter regions (59%, Fig 2B). In contrast, the proportion of ATAC and H3K27Ac marked intron/intergenic regions overlapping Runx3_RBS was like that in all intron/intergenic regions. 

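Away from promoters, Runx3_RBS peaks fell into open and closed regions. ATAC alone overlapped 1747 of the peaks in introns/intergenic regions (31.3%), both marks 1415 (25.3%), H3K27Ac alone 252 (4.51%) and neither 2174 (38.9%). Examples of all but H3K27Ac alone lie in introns of 1 gene, *Ntrk2*. Its Runx3_RBS peak from 58821754 to 58821960 on chromosome 13 overlapped ATAC only, the peak from 59092881 to 59093076 overlapped ATAC and H3K27Ac, and the peak from 58845463 to 58845866 overlapped neither. An ATAC peak was present at 56.6% of these peaks, so promoters differed from them by an odds ratio of 12.6 (95% interval 10.9–14.5, Fisher's exact test).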

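Open promoters bound by Runx3 were mostly acetylated, other open promoters less often. Of 6572 ATAC peaks in promoters that overlapped any Runx3 peak, 6294 also overlapped H3K27Ac (95.8%), against 12292 of 16787 without Runx3 (73.2%). The odds ratio was 8.28 (95% interval 7.31–9.38, Fisher's exact test). It was 2.64 when all peaks were given a fixed width about their midpoint, which shortened most H3K27Ac peaks.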

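In open introns/intergenic regions the mark was also more frequent with Runx3. H3K27Ac overlapped 2241 of 4675 ATAC peaks with any Runx3 peak (47.9%) and 9013 of 36193 without (24.9%), an odds ratio of 2.78 (95% interval 2.61–2.95, p = 3.9e-220, Fisher's exact test). Runx3_RBS peaks were found in 4234 ATAC peaks in promoters (18.1%) and 3276 in introns/intergenic regions (8.02%).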

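Open regions bound by Runx3 were broader than other open regions. In promoters, ATAC peaks with Runx3 had a median width of 403 bp (quartiles 286 and 555 bp) and those without 242 bp (164 and 373 bp). In introns/intergenic regions the medians were 266 bp (197 and 363 bp) and 172 bp (132 and 234 bp). The signal in each peak was not analysed here.

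**Figure D2:**
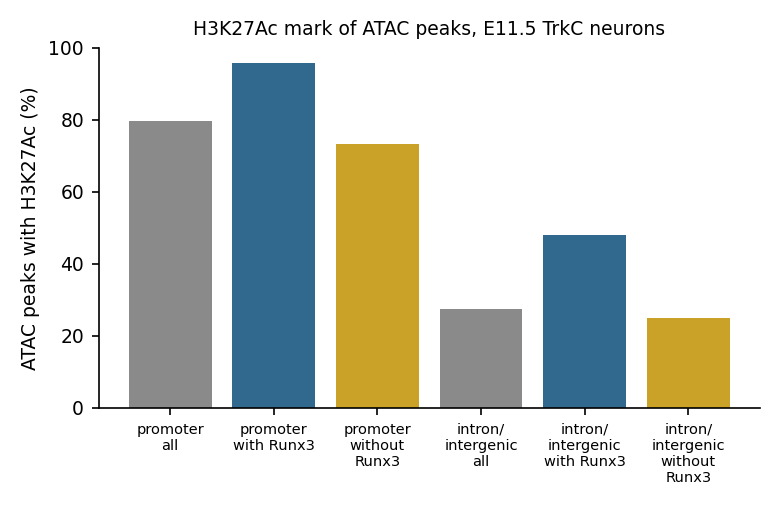
Share of ATAC peaks that overlap H3K27Ac (percent, y axis) in promoters and in introns/intergenic regions, for all ATAC peaks and for those with and without Runx3 (bars). The bars with Runx3 stand at 95.8% and 47.9%.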

Of note, both the ATAC and H3K27Ac signals in Runx3-bound promoters and intron/intergenic regions were significantly stronger than in ATAC and H3K27Ac peaks in regions without Runx3 binding (p < 2.2e-16, Kolmogorov Smirnov test, determined on the non-logarithmic values; S1 Fig). These results suggest that Runx3 could increase the degree of chromatin “openness”, as known to be caused by pioneer TFs, reviewed in Zaret et al [7].

### Additional TFs collaborate with Runx3 in regulating gene expression

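The RUNX motif was far more frequent inside Runx3 peaks than beside them. An RBS was found in 38.3% of intervals of the same width 2 kb to either side of the peaks. A Runx3 peak held an RBS with none in its upstream flank in 5758 cases and the reverse in 1372, a ratio of 4.20. The contrast was larger in introns/intergenic regions (ratio 6.19, flanks 37.3%) than in promoters (ratio 2.83, flanks 39.6%, p = 2.6e-163, exact McNemar test). The peak that overlaps the enhancer R3 of *Runx3* held 7 RBS, with sequences ACCGCA, GCCACA, ACCACA and GCCGCA, and it lies in the span of the BAC-E transgene, where peaks are crowded.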

Homer *de novo* TF motif enrichment analysis in Runx3 peaks revealed that RUNX was the most enriched motif. Moreover, the motifs for TFs essential for DRG neuron development, POU4F1/Brn3a and ISL1, were also enriched in all Runx3 peaks and Runx3_RBS peaks as well as in Runx3_RBS peaks residing in intron/intergenic regions (Fig 3). In contrast, promoter-bound Runx3_RBS peaks were enriched for RUNX and ELK1, a member of the ETS family, that is known to interact with RUNX family TFs [8], but were not enriched for POU4F1, ISL1, or other TFs that are known to be important for neuronal differentiation (Fig 3).

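Motif cores of Brn3a and Isl1 were enriched in distal Runx3 peaks. In Runx3_RBS peaks of introns/intergenic regions, the ISL1 core CATTAG was present in 22.4% and in 10.3% of flanks 2 kb away (ratio of discordant pairs 2.52, p = 3.2e-66, exact McNemar test). The POU4F1 core ATWATTMA (W = A or T, M = A or C) was present in 8.72% and in 5.25% of flanks (ratio 1.69, p = 4.3e-12, exact McNemar test). Over all Runx3 peaks, ISL1 cores were in excess (14.8% against 10.4%, ratio 1.49, p = 3.1e-26, same exact test) and POU4F1 cores were not (5.54% against 5.46%, ratio 0.976, p = 0.670, same exact test). The direction for POU4F1 over all peaks changed with the flank, the ratio being 1.06 for the downstream side (p = 0.314, exact test). With the core TAATKR in place of CATTAG, the ISL1 ratio over all peaks was 0.996. Homer motifs were not computed, so a core stands for each matrix.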

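Runx3_RBS peaks in promoters held an ETS core more often than their flanks, and cores of the neuronal TFs less often. The ETS core CCGGAAG was present in 18.9% of Runx3_RBS peaks in promoters and in 1.47% of flanks (ratio 15.1, p = 1.1e-159, exact McNemar test). POU4F1 cores were depleted there (1.42% against 6.01%, ratio 0.204, p = 6.0e-34, exact test), and so were ISL1 cores (5.31% against 11.4%, ratio 0.416, p = 2.3e-25, exact test). Motifs found at many promoters were also in excess in these peaks, the GC box GGGCGG at 69.5% against 6.25% and the CCAAT box at 46.5% against 35.9%. Away from promoters the ETS core was rare in Runx3_RBS peaks (1.79% against 1.06%, p = 0.00793, exact test). The ETS, GC and CCAAT sequences were chosen after the data were seen. Promoters without Runx3 were not compared, so these contrasts do not separate Runx3-bound promoters from promoters in general. From the motifs in enhancer regions the paper proposes that Runx3 might cooperate with Brn3a and Isl1 there.

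**Figure D3:**
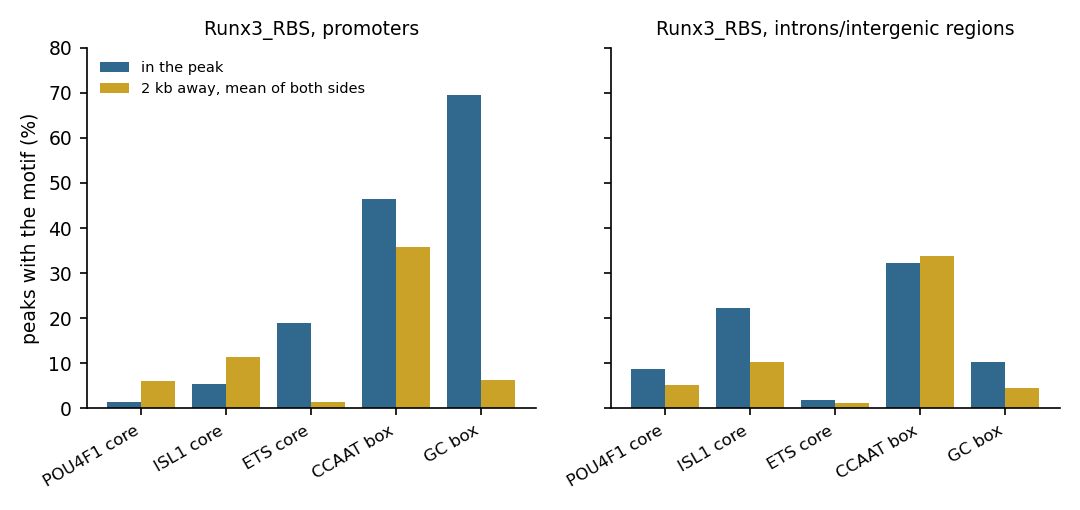
Share of Runx3_RBS peaks with each motif (percent, y axis) in promoters (left) and in introns/intergenic regions (right), inside the peak and as the mean of the flanks 2 kb away. ISL1 stands at 22.4% inside distal peaks and at 5.31% inside promoter peaks.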

**Fig 3:**
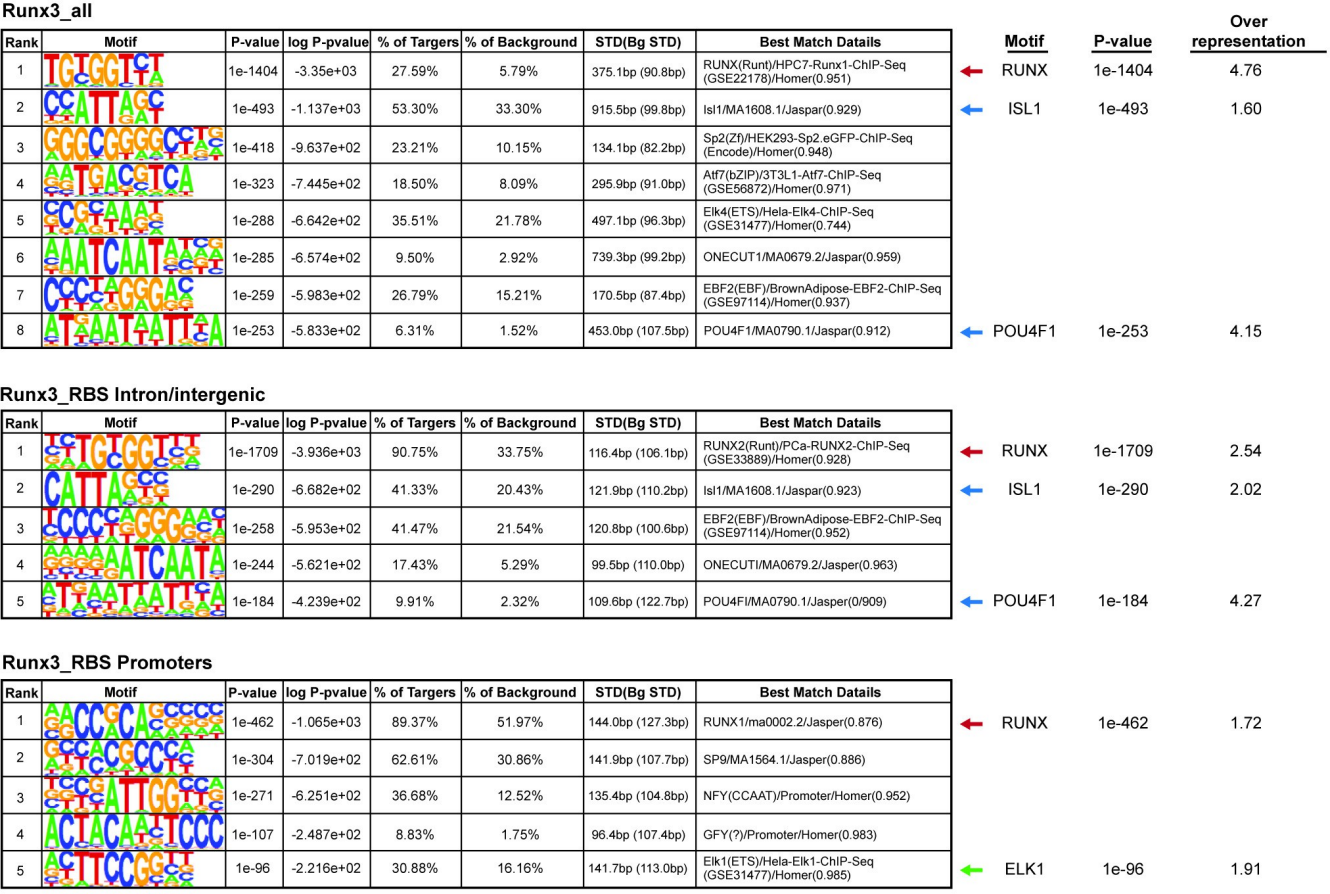
RUNX, ISL1 and POU4F1 are the most enriched TFBS motifs in Runx3 peaks residing in introns/intergenic regions but only RUNX is enriched in promoter regions. Homer de novo enriched motifs in all Runx3 and Runx3_RBS peaks.

These results correspond with the finding that genes associated with Runx3 peaks in P-only regions were not enriched for neuronal GO terms, unlike those genes associated with Runx3-bound intron/intergenic regions. The results also suggested that Runx3 might cooperate with Brn3a and Isl1 in regulating gene expression in E11.5 TrkC neurons by binding to enhancer regions. The RNA-seq results supported this possibility, that showed high-level *Pou4f1/Brn3a* and *Isl1* expression in E11.5 TrkC neurons [3]. Furthermore, our and others’ studies have shown that Brn3a regulates the expression of *Runx3* and several other genes including *Cartpt*, *Dcc*, *Gal*, *Pirt*, *Piezo2* and *Scn7a* genes that are differentially expressed in Runx3-deficient neurons at early developmental stages of DRG neurons [3,9,10]. Similarly, Isl1 was shown to regulate the expression of *Cckar*, *Cbln2*, *Gal*, *Nova1 and Scn10a* in DRG neurons [11].

We conducted Brn3a and Isl1 CUT&RUN experiments and compared the genome-wide distribution of their bound regions to those of Runx3-bound regions to further explore the possibility that Brn3a and Isl1 cooperate with Runx3. 

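Brn3a was mapped by CUT&RUN in 2 samples with an antibody diluted 1:200, and Isl1 in 3 samples with an antibody diluted 1:50. A consensus Brn3a peak was present in both samples and a consensus Isl1 peak in at least 2 of 3, so the rule was stricter for Brn3a than for Runx3. The lists mark which peaks hold V$BRNF and V$LHXF, as found by the authors with Genomatix, and these marks were used here as given. A single Brn3a peak outside the nuclear chromosomes was left out, which leaves 32822. To place peaks in categories, Runx3_RBS peaks were sorted by which Brn3a_BRNF and Isl1_LHXF peaks they overlapped, and Brn3a_BRNF and Isl1_LHXF peaks without Runx3_RBS were sorted likewise.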

The results revealed 32,823 Brn3a-bound and 16,036 Isl1-bound regions, of which 23,671 (72.1%) and 11,451 (71.4%) peaks, respectively, harbored their respective consensus motifs V$BRNF and V$LHXF (Genomatix sequence tools). However, while 38% of Runx3_RBS peaks resided in promoters, only 5% of Brn3a_BRNF and 4% of Isl1_LHXF peaks did so.

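Brn3a-bound regions were the most numerous and most of them held the Brn3a motif. V$BRNF was present in 23670 Brn3a peaks (72.1%) and absent from 9152. For Isl1, V$LHXF was present in 11451 of 16035 peaks (71.4%) and absent from 4584. The *Pou4f1* domain alone held 43 Brn3a_BRNF and 24 Isl1_LHXF peaks, and that of *Isl1* 31 and 17. Around *Runx3* there were 10 Brn3a_BRNF and 49 Isl1_LHXF peaks. In the BAC-E span at *Runx3*, 119 Isl1 peaks were found, with 1 and 0 in stretches of the same length on the 5' and 3' sides, and the motif was present in 41.2% of those in introns/intergenic regions against 73.3% elsewhere (Fisher's exact test, p = 1.0e-12). Median widths were 214 bp for Brn3a and 218 bp for Isl1.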

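Brn3a and Isl1 with their motifs bound mainly away from promoters. Of Brn3a_BRNF peaks, 1995 were in promoters (8.43%, 8.08–8.79%), and of Isl1_LHXF peaks 903 (7.89%, 7.41–8.39%). *Ntrk3*, for example, had 21 Brn3a_BRNF and 18 Isl1_LHXF peaks in its domain.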

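The motif cores of Brn3a and Isl1 marked their own peaks. POU4F1 cores were present in 24.1% of Brn3a peaks and 5.73% of flanks, a ratio of discordant pairs of 5.40, and ISL1 cores in 30.1% of Isl1 peaks and 9.54% of flanks, a ratio of 4.29 (exact McNemar tests). Among Brn3a peaks, 33.0% of those marked with V$BRNF held the POU4F1 core and 1.07% of those without. Among Isl1 peaks, 36.1% of those marked with V$LHXF held the ISL1 core and 15.2% of those without.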

As expected, Homer *de novo* motif enrichment analysis (S2 Fig) confirmed that the most enriched motifs in Brn3a and Isl1-bound regions were POU4F1 and ISL1, respectively, corresponding to the Genomatix V$BRNF and V$LHXF TF family motifs, respectively. 

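Brn3a and Isl1 peaks also held each other's motif cores and the RBS above flank levels. In Brn3a peaks, ISL1 cores were present in 20.0% against 9.43% of flanks (ratio 2.44), and an RBS in 36.7% against 28.9% (ratio 1.45, p = 4.5e-103, exact McNemar test). In Isl1 peaks, POU4F1 cores were present in 11.3% against 5.05% (ratio 2.49, p = 1.2e-98, exact test) and an RBS in 36.9% against 30.3% (ratio 1.37, p = 2.3e-37, exact test).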

Of note, whereas the top 15 enriched motifs in Brn3a-bound regions included ISL1 and RUNX motifs, neither RUNX nor POU4F1 motifs were included in the top 15 enriched motifs in Isl1-bound regions (S2 Fig).

Analysis of the peaks of all three TFs revealed that they can be divided into seven peak categories with various combinations of Runx3, Brn3a, and Isl1 TFs (Fig 4). 

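Most Runx3_RBS and Brn3a_BRNF peaks did not overlap a motif-bearing peak of another TF. For Runx3 this did not hold with all Brn3a and Isl1 peaks, a setting chosen after the data were seen. There, 5286 Runx3_RBS peaks overlapped Brn3a (55.1%). Of Runx3_RBS peaks, 6129 overlapped neither Brn3a_BRNF nor Isl1_LHXF (63.8%, 62.9–64.8%), and 56.3% of these were in promoters. Of Brn3a_BRNF peaks, 15759 overlapped neither of the others (66.6%, 66.0–67.2%), and 7.84% of these were in promoters. *Hoxd10*, *Gata2* and *Itga2b* each had a single Runx3_RBS peak of this kind and no Brn3a_BRNF or Isl1_LHXF peak in their domains.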

Interestingly, overlap analysis between the three TF_TFBS peaks categories indicated that 63% of the Runx3_RBS-containg peaks and 66% of the Brn3a_BRNF-containing peaks did not overlap with the two other TF-bound peaks (Fig 4A, marked as “1 Runx3_RBS-only” and “2 Brn3a_BRNF-only”). Of all Isl1_LHXF-containing peaks, 4,080 peaks (36%), marked as “3 Isl1_LHXF-only”, did not overlap with the two other TF-bound peaks (Fig 4A). 

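Isl1 was shared more often than the others. Isl1_LHXF peaks that overlapped neither of the others numbered 4113 (35.9%, 35.0–36.8%), and 9.04% of these were in promoters. *Etv1* and *Kirrel3* each had 7 of them in their domains. The *Runx3* domain had 27, in a stretch where Isl1 peaks are crowded in the span of BAC-E.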

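Regions bound by all 3 TFs were mostly distal. There were 1595 such Runx3_RBS peaks, 7.84% of them in promoters, with a median width of 327 bp. *Ntrk2* had 6 in its domain, *Meis1* and *Nr5a2* 5 each, *Isl1* 4, and *Ntrk3*, *Pou4f1* and *Piezo2* 3 each. Such counts depend on how peaks are given to genes, and with the nearest TSS *Ntrk2* had 1 and *Meis1* 3. At least 1 was present for 19 of 29 TF genes of sensory neuron development (median domain 514 kb) and for 3 of 20 myeloid and lymphoid markers (58.3 kb), and no test of this difference was run.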

All three TF_TFBS categories overlapped in only 1,620 peaks, marked as “7 Runx3_RBS & Brn3a_BRNF & Isl1_LHXF” (Fig 4A). Furthermore, only 2,862 (30%) and 1,985 (21%) of the Runx3_RBS-containing peaks overlapped with Brn3a_BRNF and Isl1_LHXF-containing peaks, respectively (Fig 4A, marked as 4+7 and 5+7, respectively). 

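Runx3 shared more regions with Brn3a than with Isl1, and the overlap with either was far above chance. Runx3_RBS peaks overlapped Brn3a_BRNF in 2837 cases (29.5%) and Isl1_LHXF in 2230 (23.2%). Random shifts of the other list gave 61.3 and 30.1 on average, so the excess was 46.3-fold for Brn3a and 74.0-fold for Isl1. Within ATAC peaks of introns/intergenic regions, those with Runx3_RBS held Brn3a_BRNF in 51.6% and those without in 14.9% (odds ratio 6.07, 95% interval 5.64–6.54, Fisher's exact test). For Isl1_LHXF the shares were 44.5% and 9.76% (odds ratio 7.41, 6.86–8.00, Fisher's exact test).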

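Brn3a and Isl1 met at many distal regions. Isl1_LHXF overlapped 6671 Brn3a_BRNF peaks (28.2%), 94.2-fold the mean of random shifts. Seen from Isl1, 6705 of its peaks overlapped Brn3a_BRNF (58.6%, 57.6–59.5%). *Pou4f1* had 16 regions shared by Brn3a and Isl1 without Runx3_RBS in its domain, *Ntrk3* 10 and *Isl1* 9.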

Of the Brn3a_BRNF-containing peaks, 6,620 overlapped with Isl1_LHXF-containing peaks (marked as 6+7). The results indicated that while Brn3a and Isl1 peaks prominently overlapped, Runx3 overlapped with Brn3a more than with Isl1.

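The larger overlap of Runx3 with Brn3a held for the lists as they are. Of Runx3_RBS peaks, 1242 overlapped Brn3a_BRNF without Isl1_LHXF and 635 the reverse, an excess for Brn3a (p = 3.2e-45, exact McNemar test). Outside promoters the ratio was 1.73 (912 against 528 peaks, p = 3.2e-24, exact McNemar test). This depended on which peaks were counted. With 100 random draws of 11451 Brn3a_BRNF peaks, the number of Isl1_LHXF peaks, a median of 1373.5 Runx3_RBS peaks overlapped them and the ratio was 0.412 (range 0.364–0.446). Random draws shrink the overlap in step with the list, so this ratio follows from the list lengths and is no separate test. When Brn3a and Isl1 peaks were restricted to those with their motif cores, it was 0.519 (438 against 844 peaks, p = 3.8e-30, exact test). With all Brn3a and Isl1 peaks, a setting chosen after the data were seen, it was 6.38 (2782 against 436 peaks). Within open introns/intergenic regions, Brn3a_BRNF and Isl1_LHXF were the most tightly linked pair, with an odds ratio of 23.8 (95% interval 22.2–25.5, Fisher's exact test). The paper concludes from the overlaps that Brn3a and Isl1 peaks prominently coincide and that Runx3 coincides more with Brn3a.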

**Fig 4:**
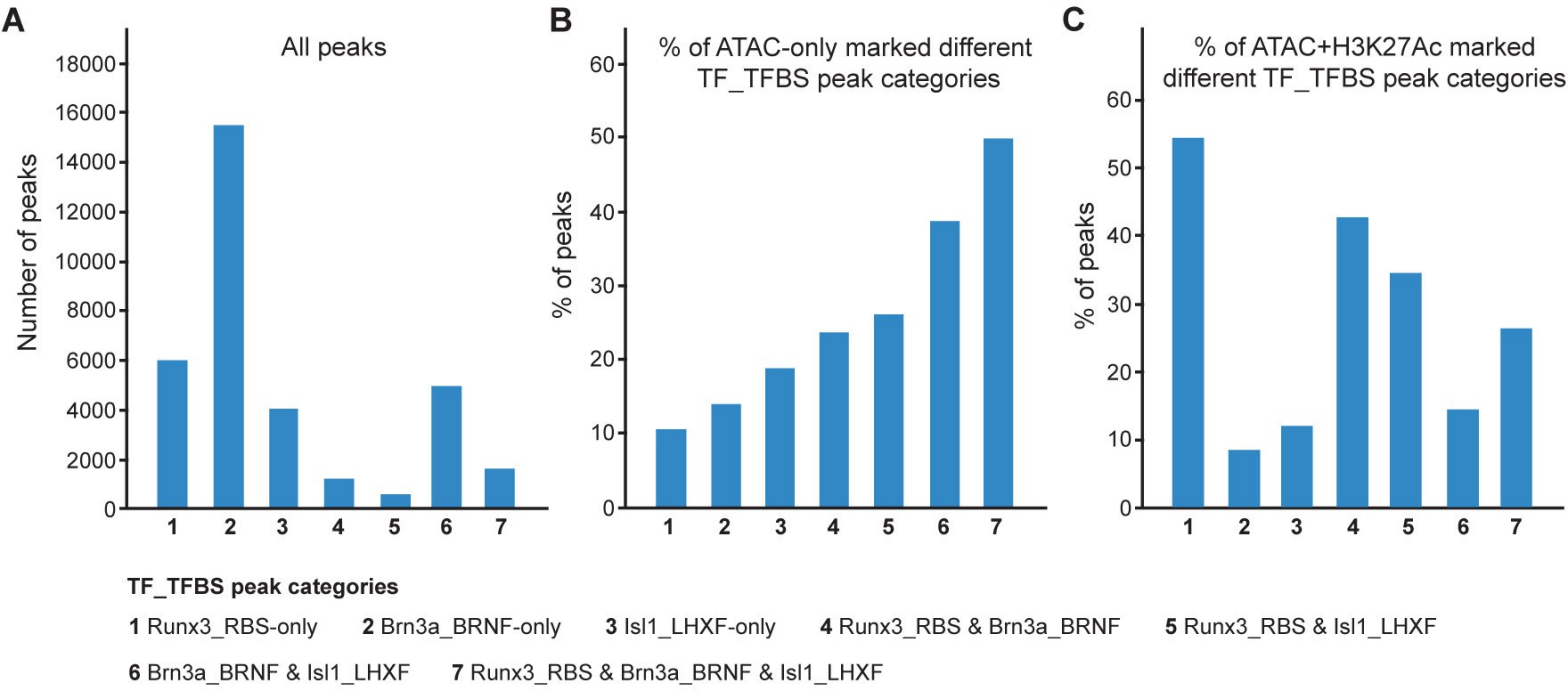
Whole genome content of the seven TF_TFBS peak categories and associated ATAC and H3K27Ac chromatin marks. TF_TFBS peaks were divided into 7 categories according to their overlaps with each other. Single peak categories of Runx3_RBS, Brn3a_BRNF or Isl1_LHXF peaks that do not overlap with each other (TF_TFBS-only) were marked as 1, 2, 3, respectively; Runx3_RBS peaks that overlap with Brn3a_BRNF or Isl1_LHXF were marked as 4 or 5; Brn3a_BRNF & Isl1 overlapping peaks without Runx3_RBS were marked as 6; and Runx3_RBS & Brn3a_BRNF & Isl1_LHXF overlapping peaks were marked as 7. A, number of all peaks in each TF_TFBS category. B and C, percent of peaks in each TF_TFBS category marked with ATAC-only or ATAC and H3K27Ac peaks, respectively.

Overlap analysis of the three TF_TFBS peak types with ATAC marked chromatin regions revealed that 40–50% of regions with overlapping Brn3a_BRNF and Isl1_LHXF or Runx3_RBS and Brn3a_BRNF and Isl1_LHXF peaks (Fig 4B, marked as 6 or 7, respectively) were marked only with ATAC, while the rate was only 10–25% in other peak categories (Fig 4B). 

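Regions shared by Brn3a and Isl1 were open without H3K27Ac more often than others. ATAC alone marked 50.5% of peaks with all 3 TFs (48.0–52.9%) and 38.7% of those with Brn3a_BRNF and Isl1_LHXF (37.3–40.0%). It marked 26.9% with Runx3_RBS and Isl1_LHXF, 24.7% with Runx3_RBS and Brn3a_BRNF, 19.3% with Isl1_LHXF only, 14.7% with Brn3a_BRNF only and 10.8% with Runx3_RBS only. Categories with Brn3a_BRNF and Isl1_LHXF together differed from the others by an odds ratio of 3.95 (41.5% against 15.2%, 95% interval 3.72–4.19, Fisher's exact test). Among introns/intergenic regions the odds ratio was 3.52 (42.6% against 17.4%). At *Isl1*, all 4 regions with all 3 TFs carried ATAC or H3K27Ac, and none of them carried both marks.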

Interestingly, while ATAC and H3K27Ac marked 26–50% of Runx3_RBS-containing peaks (Fig 4C, marked as 1,4,5 and 7), they marked only 8–14% of Runx3-lacking peaks (Fig 4C, marked as 2,3 and 6). These results suggested that Brn3a and Isl1 might act as more efficient pioneer TFs than Runx3 by binding to inaccessible chromatin regions and initiating later chromatin opening.

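Regions with Runx3 carried ATAC and H3K27Ac together more often than regions without it. Both marks were present at 63.1% of Runx3_RBS-only peaks (61.9–64.3%), 41.5% with Brn3a_BRNF, 33.7% with Isl1_LHXF and 25.2% with both. They were present at 8.60% of Brn3a_BRNF-only peaks, 12.5% of Isl1_LHXF-only peaks and 14.3% of peaks with Brn3a_BRNF and Isl1_LHXF. Together, this was 52.1% with Runx3_RBS against 10.4% without (odds ratio 9.37, 95% interval 8.85–9.92, Fisher's exact test). In introns/intergenic regions it was 25.3% against 8.03% (odds ratio 3.89, p = 3.9e-245, Fisher's exact test), and there the categories with Runx3_RBS lay close together, from 22.5% to 26.5%. Regions with neither mark were most frequent for Brn3a_BRNF-only peaks (74.3%) and Isl1_LHXF-only peaks (63.1%). From the marks of these categories the paper proposes that Brn3a and Isl1 might be more efficient pioneer TFs than Runx3.

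**Figure D4:**
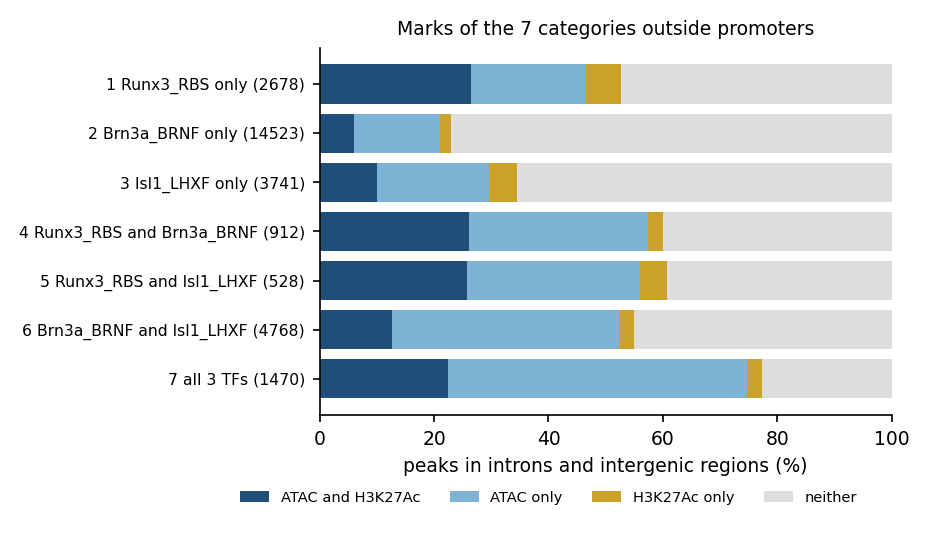
Marks of peaks in introns/intergenic regions (percent, x axis) in the 7 TF_TFBS categories, with the number of peaks in brackets. Both marks cover 26.5% of Runx3_RBS-only and 5.99% of Brn3a_BRNF-only peaks.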

Brn3a and Isl1 TFs are expressed at the transition from neuronal precursors to post-mitotic TrkC neurons [12]. Brn3a suppresses the progenitor state and drives differentiation to the TrkC fate by activating genes required for TrkC neuronal functions and suppressing genes of other neuronal fates [10]. Based on the Brn3a-deficient phenotype, it was suggested that Brn3a precedes and is the principal regulator of Runx3 expression [10]. While Isl1 is also highly expressed in early developing Runx3-expressing neurons [3,11] and Isl1-deficient embryos show a delay in TrkC expression [11], it hardly affects *Runx3* expression and newborn mice do not display proprioceptive defects [11]. We have previously shown that *Runx3* expression is regulated by three highly conserved distant enhancers upstream of its P1 promoter (Fig 1). Two of these enhancers (R1 and R3) harbored Brn3a binding sites. Mutation in these sites markedly affected the activity of these enhancers [3]. These three enhancers offer good examples of Brn3a, Isl1, and Runx3 combined action. The genomic landscapes of Brn3a and Isl1 binding in TrkC neurons revealed that all three Runx3 enhancers (R1, R2 and R3) harbor overlapping Brn3a_BRNF and Isl1_LHXF peaks (Fig 5A), confirming their function as mediators of *Runx3* expression. 

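All 3 enhancers held Brn3a and Isl1 peaks with their motifs at overlapping positions of chromosome 4. At R1, a Brn3a_BRNF peak (135050022 to 135050421) lay inside an Isl1_LHXF peak (135049845 to 135050421). At R2, a Brn3a_BRNF peak (135038302 to 135038899) overlapped an Isl1_LHXF peak (135037575 to 135038858). At R3, the peaks were 135025651 to 135026881 for Brn3a_BRNF and 135025570 to 135026849 for Isl1_LHXF. The enhancers lie inside the span of BAC-E (134954652 to 135174651), which the transgene of these mice also carries, and this span was crowded with peaks. Its ends were set from the paper's length of 220 kb and start about 166 kb upstream of the P1 promoter, so they are approximate. The span held 92.6-fold the genome's density of Isl1 peaks, 56.5-fold that of Runx3, 36.5-fold that of H3K27Ac, 7.53-fold that of ATAC and 7.18-fold that of Brn3a. Of 12378 other windows of its length, none held as many Isl1 or Runx3 peaks and 13 held as many Brn3a peaks.

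**Figure D5:**
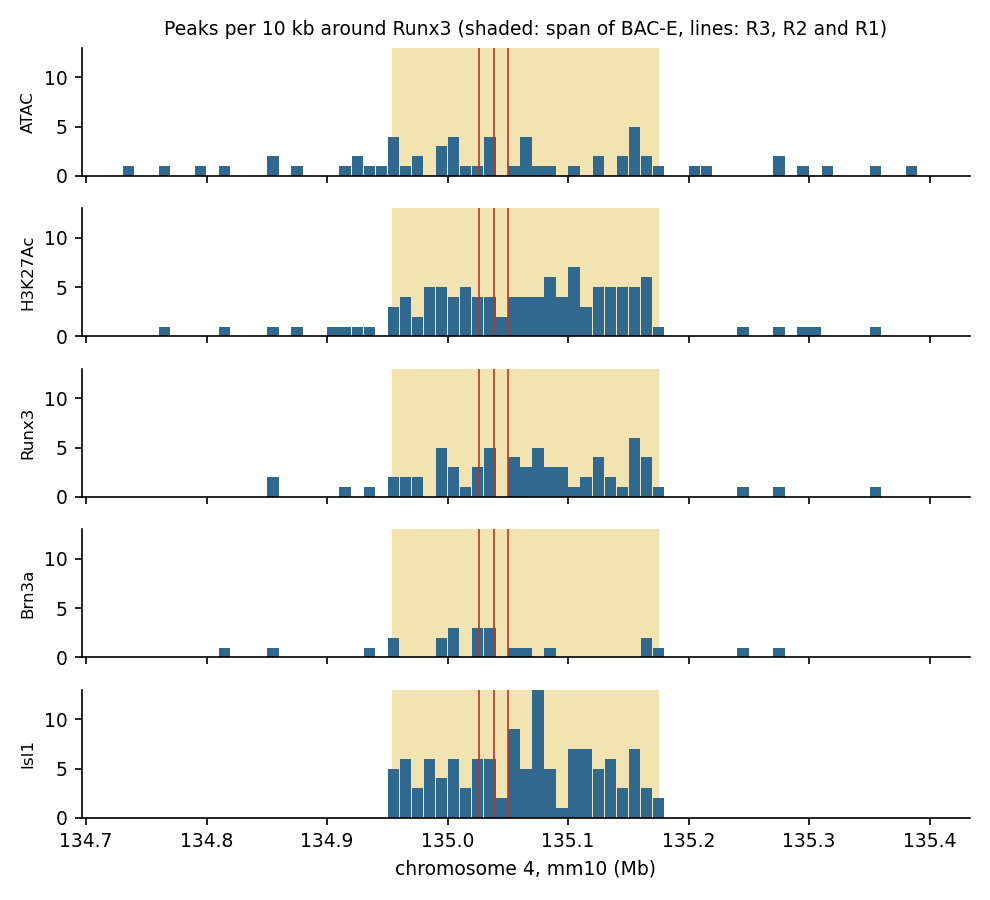
Number of peaks per 10 kb (y axis) along chromosome 4 around *Runx3* (Mb, x axis) for ATAC, H3K27Ac, Runx3, Brn3a and Isl1, with the span of BAC-E shaded and R3, R2 and R1 as lines from left to right. The shaded span holds 119 Isl1 peaks.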

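At R3, both marks and all 3 TFs met at a Runx3 peak with RBS. This peak (chromosome 4, 135025565 to 135027270) was 1706 bp wide, more than the Brn3a peak of 1231 bp and the Isl1 peak of 1280 bp that it overlapped. An ATAC peak (135025577 to 135026757) and an H3K27Ac peak of 4930 bp overlapped them as well. RBS lay at 135025911 to 135025916, 135026390 to 135026395, 135026691 to 135026696 and 135026960 to 135026965 on the minus strand, and further ones up to 135027211. R3 is in the span of BAC-E, where peaks of Runx3 and Isl1 are crowded.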

Interestingly, the Brn3a_BRNF and Isl1_LHXF peaks in R3 overlapped with Runx3_RBS (Fig 5A). The R1 and R2 enhancers also bind Runx3. 

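Runx3 peaks at R1 and R2 held no RBS. R1 had 1 such peak, from 135049989 to 135050478 on chromosome 4, and R2 had 2, from 135037885 to 135038178 and from 135038312 to 135038923. Within the BAC-E span that contains these enhancers, an RBS was present in 73.2% of Runx3 peaks of introns/intergenic regions, against 77.0% elsewhere (odds ratio 0.815, 95% interval 0.450–1.48, p = 0.523, Fisher's exact test).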

Still, they lacked RBS (Fig 5A). In addition, both Runx3_noRBS peaks in R1 and R2 enhancers are in chromatin-accessible “open” regions that are marked by ATAC and H3K27ac, which may enable binding of Runx3 to DNA in the absence of its canonical TFBS, possibly by physical interaction with Brn3a and isl1.

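R1 and R2 were both open and acetylated. At R1 an ATAC peak of 467 bp (135049940 to 135050406) overlapped an H3K27Ac peak of 3984 bp. At R2 an ATAC peak of 708 bp (135038102 to 135038809) lay inside an H3K27Ac peak of 2490 bp. Every Runx3_noRBS peak in both enhancers overlapped ATAC, H3K27Ac and an Isl1_LHXF peak, and the wider one of R2 (612 bp) and the one of R1 also overlapped Brn3a_BRNF. Both lie in the span of BAC-E, in which 96 H3K27Ac peaks were crowded. The paper proposes that open chromatin may let Runx3 bind there without its motif, possibly through Brn3a and Isl1.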

**Fig 5:**
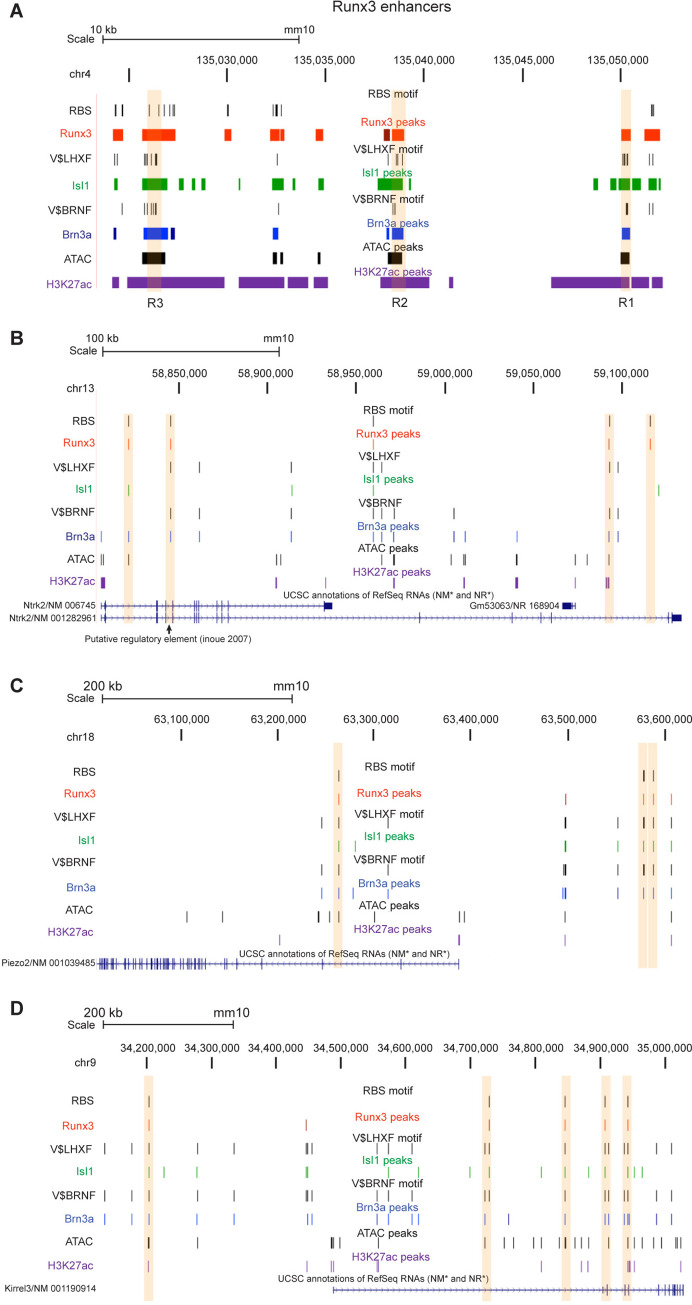
UCSC browser depicting the combined mode of binding of Runx3, Brn3a, and Isl1, and ATAC, and H3K27Ac marked regions in four of the Runx3 HCT. Runx3, Brn3a, and Isl1 peaks harboring their respective DNA binding sites, and ATAC and H3K27Ac are marked. Vertical pink bars mark the positions of Runx3_RBS peaks. A, Runx3 regulatory regions R1, R2 and R3. The *Runx3* P2 promoter is at chr4:135,151,494–135,152,493. B-D, *Ntrk2*, *Piezo2* and *Kirrel3*.

These results suggested a complex interaction and cooperation among the three TFs in regulating *Runx3* expression through these three enhancers. Furthermore, the genomic binding distribution of these three TFs suggested that Brn3a and Isl1 might also cooperate with Runx3 in regulating the expression of certain TrkC neuron genes by binding to the same or separate genomic region in these genes.

### Identification of high confidence Runx3 HCT

RNA-seq gene expression analysis was carried out on E11.5 isolated Runx3-expressing DRG neurons from heterozygous Runx3-P2^GFP/+^ and Runx3-deficient homozygous Runx3-P2^GFP/GFP^ mice. Using strict parameters (fold change ≥ 2, FDR <0.05), we identified 464 differentially expressed genes (DEGs) [3]. Under less stringent parameters for DEG identification (fold change ≥ 1.8, padj < 0.05), 625 DEGs were detected in the Runx3-deficient neurons, 150 DEGs were down-regulated and 475 were up-regulated.

We defined Runx3 HCT as DEGs that harbored at least one Runx3_RBS peak within their gene body (promoter, introns, 5’-UTR, or 3’-UTR) and/or in the upstream or downstream intergenic region that spans the distance between it and its neighboring RefSeq genes. We determined the genes corresponding to the 9601 Runx3_RBS peaks using Homer, which associates each peak with only one gene, and whose TSS is closest to the peak, and GREAT (default parameters). The latter assigns to each gene a regulatory domain consisting of a basal domain that extends 5 kb upstream and 1 kb downstream from its TSS and an extension up to the basal regulatory domain of the nearest upstream and downstream genes within 1 Mb. The Homer and GREAT analyses revealed 6,709 and 8,730 Runx3_RBS peak-associated genes, respectively. 

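The number of genes near Runx3_RBS peaks depended on how peaks were given to genes. With the protein-coding gene of the nearest TSS, 6309 genes had a Runx3_RBS peak. With gene bodies and the sequence up to the neighboring genes, 8085 had one. *Fam189a1* and *Gadd45g* each had 10 Runx3_RBS peaks in their domains.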

We then intersected these peak-associated genes with the 625 DEGs, which revealed 224 and 273 putative Runx3-regulated genes, respectively, but only 212 genes were common to both lists. Screening the genes not included among these 212 putative Runx3 targets indicated that many of their Runx3_RBS peaks resided within introns of neighboring non-DEGs. Therefore, we employed the UCSC genome browser, to which the Runx3_RBS peak coordinates were uploaded, to screen manually all 625 DEGs for the presence of Runx3_RBS peaks according to the parameters mentioned at the beginning of this section and identified the genes under direct Runx3 regulation. This screening revealed 244 Runx3 HCT, 86 down-regulated, and 158 up-regulated (S2 Table). 

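Runx3 HCT were compared through their domains. The copy of S2 Table used here lists 86 down-regulated and 157 of the 158 up-regulated genes, so no overlap or set test on it is given. Planned tests had been run and seen before they were left out. Domains were built for protein-coding genes and found for 78 down-regulated and 154 up-regulated genes. Genes such as *Malat1*, *Miat* and *Hoxb5os* have none. A Runx3_RBS peak was present in the domain of all but 3 of the former and all but 7 of the latter. *Cdh12* and *Cntfr* are down-regulated examples without one, and *Cdc6* and *Aim2* up-regulated ones. These genes were chosen by the paper with the same Runx3 peaks, so their presence is not independent evidence.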

Interestingly, the proportion of down-regulated Runx3 HCT among the down-regulated DEGs (86 out of 150 genes, 57.3%) was significantly higher than the proportion of the up-regulated targets among the up-regulated DEGs (158 out of 475 genes, 33.3%; Chi-squared statistic with Yate’s correction 22.0461; p < 0.00001, significant at p < 0.01; Fisher exact test statistic at p < 0.00001, significant at p < 0.01).

Recently, a single-cell RNA-seq study on E11.5 DRG identified several clusters of various cell types, two of which were identified as *Runx3*-expressing early and late proprioceptive neurons [13]. Therefore, it was interesting to determine which of our 86 down-regulated and 158 up-regulated Runx3 HCTs were in these proprioceptive neuron clusters. This assessment revealed that 76 out of the 86 down-regulated (88%) and just 24 of the 158 up-regulated (15%) Runx3 HCT were in the E11.5 proprioceptive neuron clusters. Most up-regulated Runx3 HCTs were not included in these proprioceptive or in the mechanoceptive neuron clusters (S3 Table). Interestingly, 64 out of the 158 up-regulated Runx3 HCT were expressed in clusters 5 and/or 6 at E10.5 prior to specification of proprioceptive or mechanoceptive neurons. These results confirmed that most detected down-regulated Runx3 HCT were indeed proprioceptive neuronal genes, whereas most of up-regulated Runx3 HCT were not expressed in either of these neuron subtypes, due to their suppression by Runx3. In line with these observations, the 86 down-regulated Runx3 HCT were enriched in GO annotation for neuronal terms. In contrast, the 158 up-regulated Runx3 HCT were enriched for immune system, cell death, and only marginally for neuronal-related terms (S3 Fig).

Next, we determined the presence of Runx3, Brn3a, or Isl1 peaks within promoters and intron/intergenic regions of the 244 Runx3 HCT and the distribution of ATAC and H3K27Ac peaks that overlap with these peaks. As described earlier for the genome-wide distribution of ATAC and H3K27Ac peaks, most Runx3 HCT promoter-residing peaks were marked by ATAC and/or H3K27Ac regardless of whether they harbored Runx3_RBS peaks. 

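In Runx3 HCT, peaks in promoters were mostly marked. Here and below, a peak is counted for each HCT whose domain holds it. Neighboring HCT can share peaks, which the intervals do not take into account. With Runx3_RBS, 103 of 113 promoter peaks overlapped ATAC or H3K27Ac (91.2%, 84.5–95.1%). Without it, 49 of 77 did (63.6%, 52.5–73.5%). Promoter peaks with Brn3a_BRNF only were marked in 25 of 48 cases. Of promoter peaks with Runx3_RBS, 90.0% of 30 were marked in down-regulated genes (74.4–96.5%) and 91.6% of 83 in up-regulated genes (83.6–95.9%). Genome-wide, 3.71% of Runx3_RBS peaks in promoters had neither mark.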

ATAC and/or H3K27Ac marked 60% of the Runx3-bound intron/intergenic peaks in Runx3 HCT. 

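Runx3-bound distal regions of the HCT were marked in most cases. Of 471 Runx3_RBS peaks in introns/intergenic regions, 309 overlapped ATAC or H3K27Ac (65.6%, 61.2–69.8%). The share was 72.6% in down-regulated genes (66.1–78.3%), where the peaks of *Runx3* itself in the span of BAC-E enter, and 60.4% in up-regulated genes (54.4–66.0%). Of 1388 peaks without Runx3_RBS, 32.8% were marked (30.4–35.3%). *Mycn* is a down-regulated gene with many such regions, having 10 Runx3_RBS peaks and 53 ATAC peaks in its domain. Genome-wide, 38.9% of Runx3_RBS peaks in introns/intergenic regions had neither mark, so most were marked there as well.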

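Brn3a-bound regions that lacked the other TFs were the least marked around Runx3 HCT. In introns/intergenic regions, 192 of 839 such peaks overlapped ATAC or H3K27Ac (22.9%, 20.2–25.8%). Around down-regulated genes the share over promoters and distal regions together was 21.7% of 397 peaks, and around up-regulated genes 26.7% of 490. *Mgat4c* and *Camk1g*, both down-regulated, had 37 and 28 Brn3a_BRNF peaks in their domains. Genome-wide, 77.0% of Brn3a_BRNF-only peaks in introns/intergenic regions had neither mark, so the low share is not particular to HCT.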

Brn3a-only peaks were the least marked by ATAC and /or H3K27Ac. 

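Regions with all 3 TFs had the highest marked share in introns/intergenic regions of Runx3 HCT. ATAC or H3K27Ac overlapped 108 of 132 of these peaks (81.8%, 74.4–87.5%). In down-regulated genes, 50 of 58 were marked (86.2%, 75.1–92.8%), as were 29 of 37 peaks of Runx3_RBS with Isl1_LHXF. To the 38 peaks of that category, promoters included, *Runx3*, whose domain holds the span of BAC-E, contributed 16. In up-regulated genes, 58 of 74 peaks with all 3 TFs were marked (78.4%, 67.7–86.2%), as were 30 of 47 of Runx3_RBS with Brn3a_BRNF and 91 of 142 of Brn3a_BRNF with Isl1_LHXF. Genome-wide, 22.7% of distal peaks with all 3 TFs had neither mark, also the smallest such share of the 7 categories. The high marked share is therefore not particular to HCT.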

The highest percentage of epigenetic marks in intron/intergenic peaks coincided with overlapping peaks containing Runx3, Brn3a, and Isl1 (S2 Table). These results suggested that Brn3a and Isl1 might collaborate with Runx3 in promoting chromatin accessibility in the Runx3 HCT, thereby regulating a significant proportion of them, either by shared binding to the same genomic region and/or by binding at separate genomic regions within these Runx3 HCT (S2 Table).

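Peaks of all 3 TFs, in the same or separate regions, were found around most down-regulated HCT. Runx3_RBS, Brn3a_BRNF and Isl1_LHXF were all present in the domains of 63 of 78 down-regulated genes (80.8%) and 79 of 154 up-regulated genes (51.3%). A region with all 3 TFs was present for 43 and 48 genes. The median domain was 335 kb for down-regulated, 192 kb for up-regulated and 89.5 kb for all protein-coding genes. Longer domains have room for more peaks. Brn3a_BRNF peaks per Mb of domain were 14.1, 13.2 and 8.91, and no test of the difference is given. Among down-regulated genes, *Fam189a1*, *Kirrel3*, *Piezo2* and *Runx3* had 3 such regions each, and the domain of *Runx3* holds the crowded span of BAC-E. *Cacna2d2*, *Cntnap2* and *Grik1* had 2 each. Among up-regulated genes, *Gadd45g* had 4 such regions, and *Nova1* and *Slc1a2* 3 each. The paper proposes from its table that Brn3a and Isl1 might work with Runx3 in opening chromatin at these genes.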

### Distinct properties of Runx3, Brn3a, and Isl1 peaks in down-regulated and up-regulated Runx3 HCT

To determine whether an association between TF peak categories in the Runx3 HCT and GO annotation exists, we performed K-means clustering (using R software) of the up-regulated and down-regulated Runx3 HCT according to their peak categories and subjected each cluster to GO annotation. Analysis of the up-regulated Runx3 HCT revealed that Cluster 1 consisted of 77 genes, including 55 harboring just Runx3-only peaks, and was enriched for immune system process terms. Cluster 2 included 27 genes that harbored mainly Runx3-only and Brn3a-only peaks, did not reveal any enriched GO terms, and contained similar numbers of genes with neuronal and immune system functions (Fig 6A). Clusters 3 and 4 comprised 54 genes, all containing Runx3, Brn3a, and Isl1 peaks and were enriched for neuronal terms (Fig 6A). The down-regulated Runx3 HCT formed two clusters enriched for Brn3a-only peaks. Cluster 1 also contained Runx3-only peaks, while Cluster 2 did not (Fig 6B). Genes in both clusters also contained Isl1 peaks and GO annotation analysis revealed enrichment for neuronal terms (Fig 6B). This clustering analysis revealed that the clusters in which most genes contained Runx3, Brn3a and isl1 peaks were enriched for neuronal terms. 

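Most up-regulated neuronal HCT had all 3 TFs in their domains. Of 24 up-regulated HCT with neuronal functions, picked by function from S2 Table after its peak counts had been seen, 21 had Runx3_RBS, Brn3a_BRNF and Isl1_LHXF peaks (87.5%). *Dcc*, *Cartpt* and *Nova1* were among them, with 24, 15 and 14 Brn3a_BRNF peaks. Only *B4galnt1* had Runx3_RBS alone, and *Klk8* had no Runx3_RBS peak in its domain. Domains of these genes were long, with a median of 942 kb and 16.5 Brn3a_BRNF peaks per Mb.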

Taken together, these analyses indicated that Runx3 cooperates with Brn3a and Isl1 in activating or suppressing neuronal genes. In contrast, non-neuronal immune-related gene suppression was mainly done by Runx3, with minimal cooperation with Brn3a and Isl1.

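Some immune HCT had Runx3 without the other TFs and others had all 3. Of 46 up-regulated HCT with immune functions, 14 had Runx3_RBS peaks but neither Brn3a_BRNF nor Isl1_LHXF in their domains (30.4%), among them *Gata2*, *Itga2b*, *Milr1*, *Vav1* and *Zfp36*. All 3 TFs were present for 18 of them (39.1%), among them *Ptprc*, with 22 Brn3a_BRNF peaks. A Brn3a_BRNF peak was present for 25 (54.3%). The domains of immune HCT had a median of 153 kb, against 942 kb for neuronal HCT, and held 11.8 Brn3a_BRNF peaks per Mb, against 16.5. The groups were picked after peak counts per gene had been seen. Over all protein-coding genes, the median domain was 89.5 kb and 40.5% had a Brn3a_BRNF peak. No test of immune against neuronal HCT is given because the table is incomplete. The paper concludes from its clusters that Runx3 suppresses immune genes with minimal cooperation of Brn3a and Isl1.

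**Figure D6:**
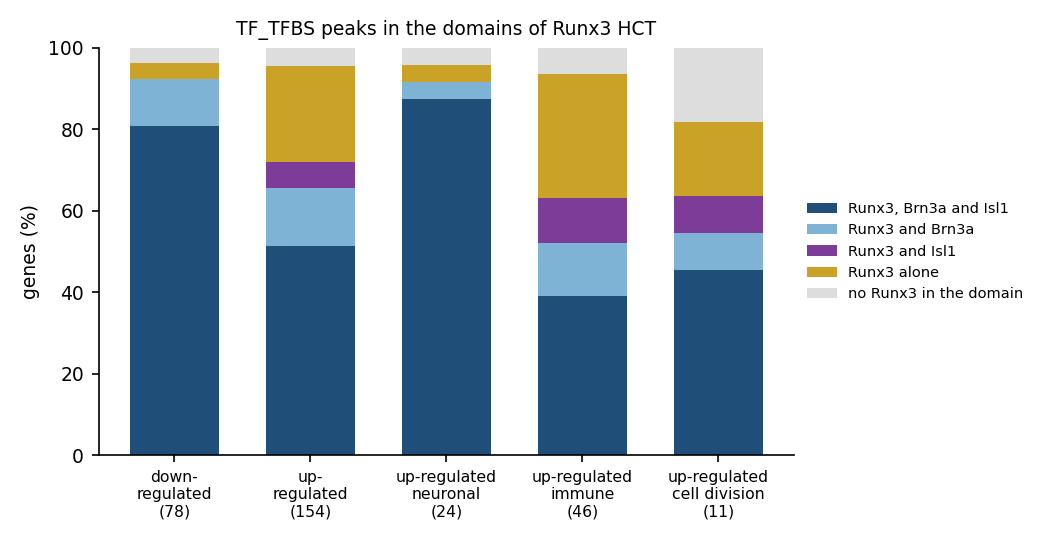
Share of Runx3 HCT (percent, y axis) by which TF_TFBS peaks their domains hold, for down-regulated genes, up-regulated genes and groups of the latter, with the number of genes in brackets. Runx3 alone covers 30.4% of immune genes and 4.17% of neuronal genes.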

**Fig 6:**
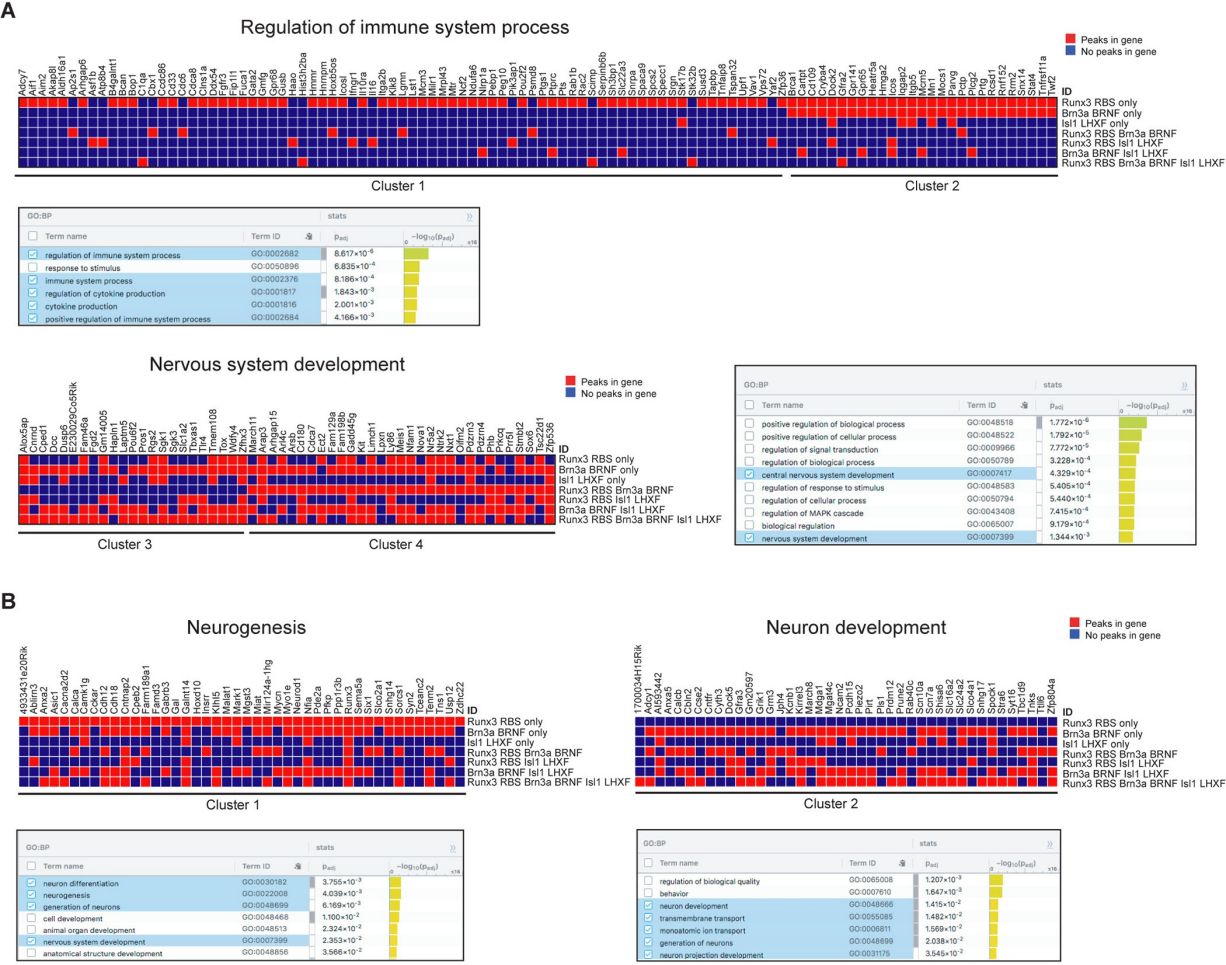
Up-regulated Runx3 target genes containing only Runx3_RBS peaks are enriched for immune functions while both up and down-regulated targets, including Runx3_RBS, Brn3a_BRNF, and Isl1_LHXF are enriched for neuronal functions. Clusters of Runx3 target genes according to the 7 categories of TF_TFBS peaks. A and B, up-regulated and down-regulated target genes, respectively, including the enriched GO annotation terms in each cluster. Red or blue boxes represent the presence or absence of each gene peak category.

### The role of Runx3 HCT in regulating proprioceptive neuron functions

Runx3 is known to act both as a transcriptional activator and as a repressor [14]. This dual mode of action fits very well Runx3 requirements during TrkC neuron diversification, namely, to allow the induction of gene-specific neuronal lineage and to shut off the expression of genes specific to previous stages and/or other cell types [12]. This phenomenon is illustrated in the Volcano plot (Fig 7), where it is clearly shown that immune genes and non-TrkC neuronal mechanoceptive genes are up-regulated in the absence of Runx3 whereas TrkC neuronal genes are down- regulated in the absence of Runx3.

**Fig 7:**
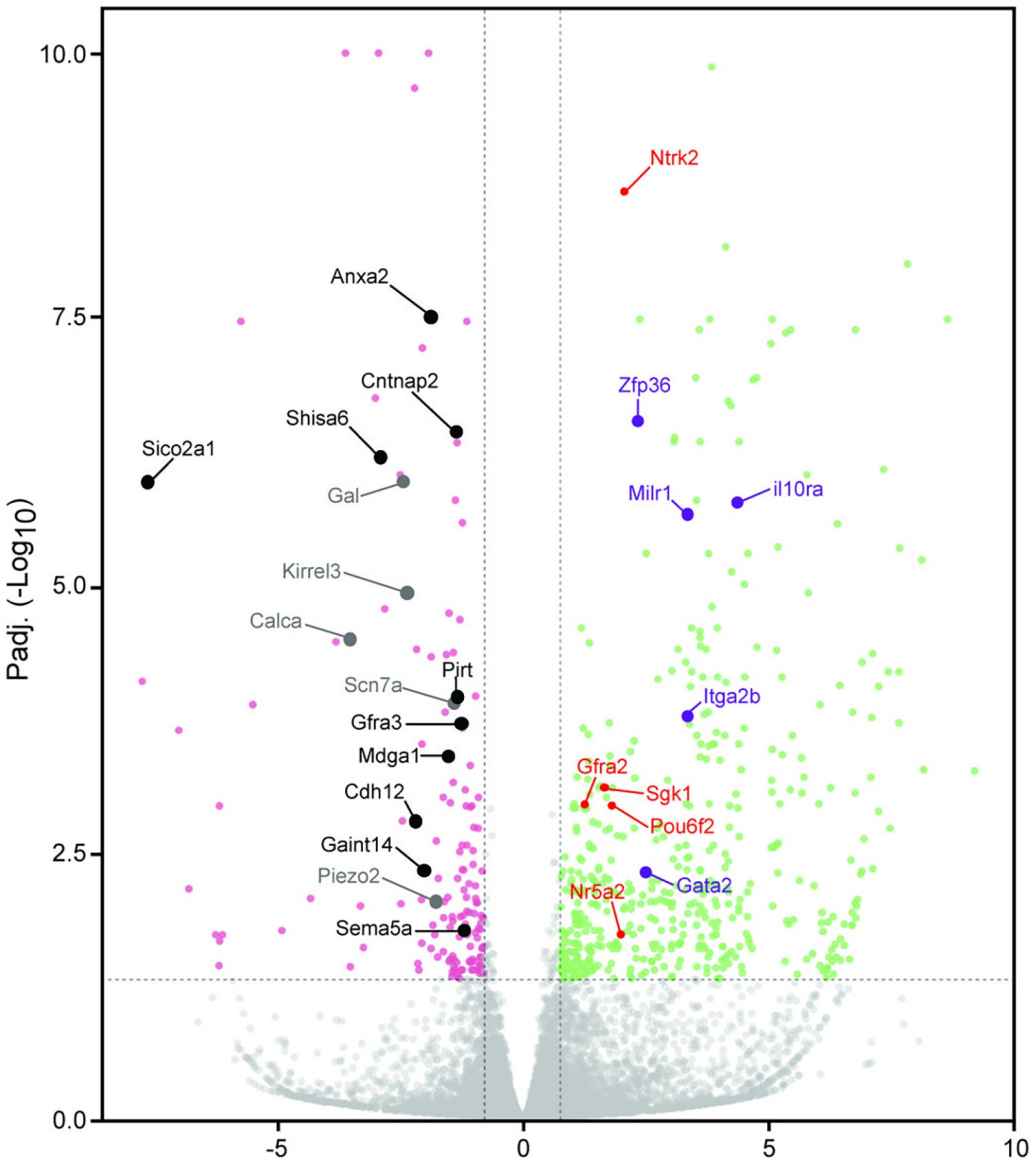
Runx3 dictates the TrkC neuron identity by negative regulation of TrkB mechanoceptive genes and immune genes and positive regulation of proprioceptive genes. Volcano plot of some down-regulated and up-regulated Runx3 target genes. Gene names outlined in black or gray, represent down-regulated neuronal genes expressed in proprioceptive or in both proprioceptive and mechanoceptive neurons, respectively. Gene names marked in red or purple, represent up-regulated neuronal genes expressed in mechanoceptive neurons or immune related genes, respectively.

One up-regulated target gene in Runx3-deficient cells was *Ntrk2*, which encodes for TrkB, and is normally expressed in TrkB but not in TrkC neurons. Runx3 is expressed in the pre-bifurcation proprioceptive/mechanoceptive neurons during early developmental stages. These neurons co-express the TrkB and TrkC surface markers of mechanoceptors and proprioceptors, respectively. As differentiation proceeds and these two lineages become distinct, Runx3 remains expressed only in TrkC proprioceptors [15].

In Runx3-deficient mice, the early hybrid TrkB/TrkC neurons fail to segregate into single TrkC neurons, indicating that Runx3 is crucial for repressing *Ntrk2* expression in cells destined to become TrkC neurons [16].

The resulting up-regulation of *Ntrk2* in Runx3-deficient cells reflects its function as a transcriptional repressor during TrkC neurons development. It was suggested that Runx3 binding to a putative regulatory element that contains a cluster of Runx-binding sites might be responsible for *Ntrk2* suppression in TrkC neurons [17]. We have confirmed the prediction that *Ntrk2* was a direct target of Runx3. Runx3-deficient E11.5 TrkC neurons express elevated levels of *Ntrk2* [3]. Furthermore, we found that Runx3 binds to five intronic regions in the *Ntrk2* gene (Fig 5B). One of these regions in intron 5, matches the putative regulatory element mentioned above. Moreover, *Ntrk2* expression induced by Brn3a [10] correlated with nine intronic Brn3a_BRNF peaks. 

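The gene body of *Ntrk2* spans 327 kb of chromosome 13 (58806569 to 59133970). Runx3_RBS peaks lay in it at 58821754 to 58821960, 58845463 to 58845866, 58959707 to 58960009, 59092881 to 59093076 and 59115976 to 59116219, all in introns. The second held 4 RBS, the last 2 and the others 1 each. Of these 5 peaks, 2 overlapped ATAC and 1 H3K27Ac.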

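Brn3a bound along the whole *Ntrk2* gene. There were 13 Brn3a peaks, of which 9 held V$BRNF. The Brn3a peak at its promoter (58806407 to 58806738) lacked the motif and overlapped ATAC and H3K27Ac. Of the Brn3a_BRNF peaks, 6 overlapped no Runx3_RBS or Isl1_LHXF peak. The gene also held 15 ATAC peaks and 10 H3K27Ac peaks.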

Four of the Runx3_RBS peaks overlapped Brn3a peaks. It is of interest to determine whether these sites are involved in suppressing *Ntrk2* in TrkC neurons, while additional Brn3a-only peaks alone or in combination with Isl1 are responsible for *Ntrk2* activation. 

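Overlap with Brn3a depended on whether its motif was required. Of the Runx3_RBS peaks in *Ntrk2*, 3 overlapped a Brn3a_BRNF peak, and 4 overlapped a Brn3a peak of any kind, a count chosen after the data were seen. The extra one was the first, where the Brn3a peak (58821718 to 58821972) and the Isl1 peak (58821721 to 58821960) both lacked their motifs. The peak from 58959707 to 58960009 overlapped Isl1_LHXF as well, and the last one overlapped neither TF.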

The most likely scenario is that during the early developmental stages of DRG TrkC neurons, Brn3a induces Runx3, and both TFs cooperate, possibly also with Isl1, to down-regulate *Ntrk2* expression. *Ntrk2* is not the only TrkB neuron-specific gene repressed by Runx3. Several other up-regulated Runx3 HCT, depicted in Fig 7 (*Gfra2*, *Nr5a2*, *Pou6f2*, and *Sgk1*), were also identified as mechanoceptive genes [13]. Therefore, suppression of the TrkB-specific genes mentioned above is part of the program by which Runx3 consolidates the TrkC neuronal lineage. 

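Binding by all 3 TFs was shared by *Nr5a2*, *Gfra2* and *Sgk1*. *Nr5a2* had 10 Runx3_RBS, 29 Brn3a_BRNF and 14 Isl1_LHXF peaks in its domain of 1335 kb on chromosome 1, and 4 of its 5 regions with all 3 TFs were marked by ATAC or H3K27Ac. *Gfra2* had 5, 18 and 9 peaks and 2 regions with all 3 TFs. *Sgk1* had 2, 10 and 6 peaks and 1 region with all 3 TFs, which was marked, and 6 of its 13 ATAC peaks were in promoters.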

As indicated above (S3 Fig), the up-regulated Runx3 HCT included genes with immune-related functions. Some of these genes (*Gata2*, *Il10ra*, *Milr1*, *Itga2b*, and *Zfp36*) are depicted in Fig 7. This finding indicated that suppressing these genes is an important Runx3 function, as it prevents inappropriate expression of immune-related genes during TrkC neuron development.

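The immune genes had few TF peaks. *Gata2*, *Il10ra*, *Milr1*, *Itga2b* and *Zfp36* each had a single Runx3_RBS peak, in domains of 132 kb, 105 kb, 32.3 kb, 103 kb and 10.4 kb. Only *Il10ra* had a Brn3a_BRNF peak, and it did not overlap the Runx3_RBS peak. None had an Isl1_LHXF peak. All had ATAC peaks, from 1 for *Milr1* to 7 for *Gata2*, and that of *Milr1* was outside promoters.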

Runx3 is instrumental in inducing the expression of additional genes essential for the proper development and function of sensory neurons; some are selectively expressed in proprioceptive neurons, and some are not (Fig 7). One of the down-regulated genes in the absence of Runx3 was *Piezo2*, which encodes a mechanosensitive ion channel [18]. We have shown that *Piezo2* expression in Runx3-deficient E11.5 TrkC DRG neurons was down-regulated compared to Runx3-expressing neurons [3]. Moreover, studies in mice have shown that a mouse line that lacked *Piezo2* in its proprioceptive neurons (*Pvalb-Cre*:*Piezo2*^*f/f*^) had severely uncoordinated body movements and abnormal limb positions [19]. Deletion of *Runx3* in neurons (Wnt1-Cre/Runx3*f/f*; [20]) recapitulated the ataxia phenotype that occurred in Runx3-deficient mice [2], and was associated with severe skeletal scoliosis. Deletion of *Piezo2* in proprioceptive neurons (*Pvalb-Cre*:*Piezo2*^*f/f*^) but not in osteogenic (*Col1a-Cre*:*Piezo2*^*f/f*^) or chondrogenic (*Col2a-Cre*:*Piezo2*^*f/f*^) cells resulted in skeletal defects, including spine malalignment and hip dysplasia [21]. Furthermore, human PIEZO2 deficiency results in proprioception defects and hip dysplasia [22].

*Piezo*2 is also down-regulated in the DRG of Brn3a-deficient and Isl1-deficient embryos [10]. It was interesting to note in the present study that *Piezo2* was a Runx3 HCT with one Runx3_RBS peak in intron 2 that overlaps with Brn3a_BRNF and Isl1_LHXF peaks and resides in a chromatin-accessible region with ATAC and H3K27Ac markers (Fig 5C). 

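The intronic Runx3_RBS peak of *Piezo2* lay at 63262287 to 63262737 on chromosome 18 and held 2 RBS. A Brn3a_BRNF peak (63262210 to 63262743) and an Isl1_LHXF peak (63262166 to 63262850) both contained it. It overlapped an ATAC peak and no H3K27Ac peak. The gene body (63010213 to 63387183, minus strand) held 8 ATAC and 2 H3K27Ac peaks.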

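Upstream of *Piezo2*, Runx3_RBS peaks lay at 63576888 to 63577289 and at 63586875 to 63587268 on chromosome 18, with 2 and 1 RBS. The first overlapped a Brn3a_BRNF peak of 458 bp and an Isl1_LHXF peak of 445 bp, the second ones of 203 bp and 209 bp. Neither overlapped ATAC or H3K27Ac. A Runx3 peak without an RBS at 63605179 to 63605494 overlapped ATAC, H3K27Ac, Brn3a_BRNF and Isl1_LHXF.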

Two other Runx3_RBS peaks, found in an intergenic region upstream of its TSS, overlapped with Brn3a_BRNF and Isl1_LHXF peaks, but not with ATAC or H3K27Ac (Fig 5C). 

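Other Brn3a regions of *Piezo2* were of both kinds. Over the gene and the sequence upstream of it on chromosome 18 there were 10 Brn3a_BRNF and 7 Isl1_LHXF peaks. Brn3a_BRNF peaks at 63495975 to 63496270, 63550266 to 63550524 and 63605166 to 63605507 overlapped Isl1_LHXF and no Runx3_RBS. Those at 63244541, 63313082, 63493877 and 63496375 overlapped neither.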

*Piezo2* also harbored 3 additional Brn3a_BRNF and Isl1_LHXF overlapping peaks and three Brn3a_BRNF-only peaks, none overlapping with Runx3_RBS (Fig 5C). These findings can explain, at least in part, the ataxia and skeletal abnormalities seen in Runx3 and Piezo2-deficient mice.

*Kirrel3*, which encodes a synaptic adhesion molecule, was previously shown to be expressed as early as E11.5 in DRG TrkC neurons and was suggested to play a role in axonal pathfinding, cell recognition, and synapse formation of DRG neurons on appropriate target cells, including the targeting of proprioceptive neurons on muscle spindles through the interaction with Nephrin [23]. We have now found that *Kirrel3* harbored five Runx3_RBS peaks, four of which in introns and one in an intergenic region -280 kb from its TSS (Fig 5D). 

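*Kirrel3* spans 551 kb of chromosome 9 (34485894 to 35036716). Its intronic Runx3_RBS peaks lay at 34729013 to 34729233, 34846535 to 34846784, 34907799 to 34908180 and 34942976 to 34943345, with 1, 1, 2 and 3 RBS. An intergenic one lay at 34203280 to 34203500. The latter and the last intronic peak overlapped ATAC and H3K27Ac, the second overlapped ATAC only, and the others overlapped neither.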

Four of the Runx3_RBS peaks in *Kirrel3* also overlapped with Brn3a_BRNF and Isl1_LHXF peaks. 

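Overlap at *Kirrel3* was complete for 3 peaks and partial for 2. The peaks starting at 34203280, 34846535 and 34942976 overlapped Brn3a_BRNF and Isl1_LHXF. The one at 34907799 overlapped Brn3a_BRNF and an Isl1 peak that lacked V$LHXF, and the one at 34729013 overlapped Isl1_LHXF and no Brn3a_BRNF.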

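Brn3a bound *Kirrel3* at many further sites. Over the gene and the sequence upstream of it on chromosome 9 there were 19 Brn3a_BRNF, 13 Isl1_LHXF, 29 ATAC and 15 H3K27Ac peaks. Brn3a_BRNF overlapped Isl1_LHXF without Runx3_RBS at 34278157 to 34278636, 34448370 to 34448811 and 34573155 to 34573498. In the gene body, 7 Brn3a_BRNF and 5 Isl1_LHXF peaks overlapped no other TF_TFBS peak.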

*Kirrel3* also harbored 13 separate Brn3a_BRNF and three Brn3a_BRNF_Isl1-LHXF overlapping peaks (Fig 5D).

These results suggested that Runx3 might cooperate with the highly expressed Brn3a and Isl1, in negatively regulating *Ntrk2* and positively regulating the expression of *Piezo2* and *Kirrel3* in DRG proprioceptive neurons already at the early stages of TrkC neuron development. However, while Kirrel3-deficient mice displayed certain sensory abnormalities such as autism-like and hyperactive behavior phenotypes, no ataxia was reported [24]. Therefore, although *Kirrel3* plays a role in proprioceptive neuron targeting on muscle spindles, even its complete loss is insufficient to induce the severe proprioceptive defects seen in Runx3-deficient mice.

### Additional Runx3 HCT harboring Runx3-bound regions lacking RBS

Our definition of Runx3 HCT considered only DEGs associated with Runx3-bound regions that harbored a consensus RBS. However, we realized that many of these Runx3 HCTs also harbored Runx3 peaks but no RBS (Runx3_noRBS). Moreover, whole genome analysis of Runx3 peaks revealed that 92% of the 3,842 Runx3_noRBS peaks reside in chromatin-accessible regions (ATAC-marked), and the genes associated with these Runx3_noRBS peaks were enriched for GO neuronal terms (S4 Table). Therefore, we searched for DEGs associated only with Runx3_noRBS peaks that could be regarded as Runx3 HCT in addition to the 244 Runx3 HCT mentioned in the previous subsection. 

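Runx3 peaks without an RBS were nearly all in open chromatin. Of the 3842 Runx3_noRBS peaks, 3529 overlapped ATAC (91.9%, 90.9–92.7%), against 72.3% of Runx3_RBS peaks (odds ratio 4.31, 95% interval 3.81–4.88, p = 1.7e-154, Fisher's exact test). Promoters held 2174 of them (56.6%). The difference remained in promoters (98.6% against 94.2%, odds ratio 4.22, p = 2.6e-18, Fisher's exact test) and in introns/intergenic regions (83.1% against 56.6%, odds ratio 3.77, p = 1.3e-93, Fisher's exact test). H3K27Ac overlapped 2847 of them (74.1%). Brn3a and Isl1 peaks of any kind overlapped 64.0% and 35.9%, against 55.1% and 30.6% of Runx3_RBS peaks. Their median width was 257 bp (quartiles 202 and 330 bp), somewhat below that of Runx3_RBS peaks.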

To that end, we intercrossed the lists of genes with Runx3_noRBS peaks, the 244 Runx3 HCT and the 625 DEGs. This analysis revealed 37 such genes, 11 down-regulated and 26 up-regulated in Runx3-deficient neurons (S4 Table). Interestingly, of their 41 Runx3_noRBS peaks, 39 were marked by ATAC, and 25 overlapped with Brn3a and/or Isl1 peaks (S4 Table). All 11 down-regulated genes (*Adamts17*, *Ctdspl*, *Dio3*, *Faim2*, *Ndrg1*, *P4ha2*, *Pam*, *Pcbp3*, *Pcp4*, *Rgs4*, *and Slc6a15*) and five of the up-regulated genes (*Atxn10*, *Cst3*, *Mrpl34*, *Nwd2*, *and Rassf7*) were expressed in the proprioceptive DRG neuron clusters 7 and/or 9 and some also in the mechanoceptive clusters 10 and/or 11 [13].

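The named genes had open Runx3_noRBS peaks. The domains of the 11 down-regulated genes held 19 Runx3_noRBS peaks, of which 17 overlapped ATAC and 16 a Brn3a or Isl1 peak. *Pcp4* had 4 of these peaks, all with ATAC, Brn3a and Isl1, and *Rgs4* and *Faim2* had 1 each with the same overlaps. The 1 peak of *P4ha2* was in a promoter and overlapped neither Brn3a nor Isl1. In domains as drawn here, 6 of the 11 genes had no Runx3_RBS peak, while *Dio3* and *Pcp4* had 4 each. None of *Atxn10*, *Cst3*, *Mrpl34*, *Nwd2* and *Rassf7* had a Runx3_RBS peak, and all 8 of their Runx3_noRBS peaks overlapped ATAC.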

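*Ctss* (chromosome 3, 95526786 to 95556403) had a single Runx3 peak, at 95550166 to 95550398 in an intron and without an RBS. It overlapped an ATAC peak (95550214 to 95550378), a Brn3a_BRNF peak (95550172 to 95550420) and an Isl1_LHXF peak (95550113 to 95550421). Another pair of Brn3a_BRNF and Isl1_LHXF peaks lay at 95536222 to 95536373 and 95536196 to 95536343, without ATAC. No H3K27Ac peak was found in the domain.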

*Ctss*, a Runx3_noRBS-containing up-regulated gene (S4 Fig), that was not expressed in the proprioceptive or mechanoceptive clusters, encodes cathepsin S, a papain-like cysteine protease known for its immune function in antigen presentation. It is now understood that Ctss, which is normally expressed in immune and microglia cells, has a role in activating itch and pain (nociception) in DRG neurons [25]. The nociceptive activity probably results from Ctss functioning externally as a signaling molecule that activates protease-activated receptors 2 and 4 members of the G-protein-coupled receptor family. *Ctss* is thus another example of a gene that is normally not expressed in DRG TrkC neurons due to repression by Runx3. The results also suggested that Runx3 might regulate these 37 genes by recruitment to the DNA through interaction with Brn3a and Isl1, bringing the total number of Runx3 HCT to 281.

## Discussion

Runx3, Brn3a, and Isl1 TFs play an important role in early developing DRG sensory neurons by maintaining their viability and promoting their differentiation. Brn3a and Isl1 expression precedes that of Runx3, and as differentiation advances, Brn3a induces Runx3 expression that continues to be expressed in the proprioceptive TrkC neurons. The interconnection of TrkC neurons with motoneurons forms the simplest and most ancient neuronal circuit known as the stretch reflex arc. Phylogenetically, the importance of these TFs in sensory neurons is reflected by the fact that their expression and function are also conserved through evolution. For example, the sea anemone *Nematostella vectensis Runx* homolog, predicted to act as Runx3 homolog, is expressed in the tentacles where the cnidocytes (mechano/chemoreceptor cells) reside [26]. Analysis of Brn3 homologs in the *Nematostella vectensis NvPOU4* revealed expression in cnidocytes and a subset of neural sensory ganglion cell types [27]. The Isl1 homolog in *Nematostella*, *Islet*, is expressed in a broad subset of neurons and analysis of the chromatin-accessible regions revealed enrichment for the Islet motif [28].

Deletion of either Runx3 or Brn3a in mice is associated with loss of TrkC neurons while deletion of Isl1 had a milder effect. Given the above-mentioned, it was interesting to determine the Runx3 interplay with Brn3a and Isl1 in the regulating Runx3 HCT.

Our present experiments constitute the first description of the genomic binding landscape of Runx3, Brn3a, and Isl1 in early-developing DRG TrkC proprioceptive neurons. Compiled with RNA-seq data, we identified 244 Runx3 HCT, many of which were regulated by the combined activity of Runx3 and Brn3a and/or Isl1. Our analysis revealed cooperation between Runx3 and mainly Brn3a in neuronal genes that are either positively or negatively regulated Runx3 HCT. Interestingly, suppression of non-neuronal immune genes is largely managed via Runx3 without Brn3a (Fig 8).

**Fig 8:**
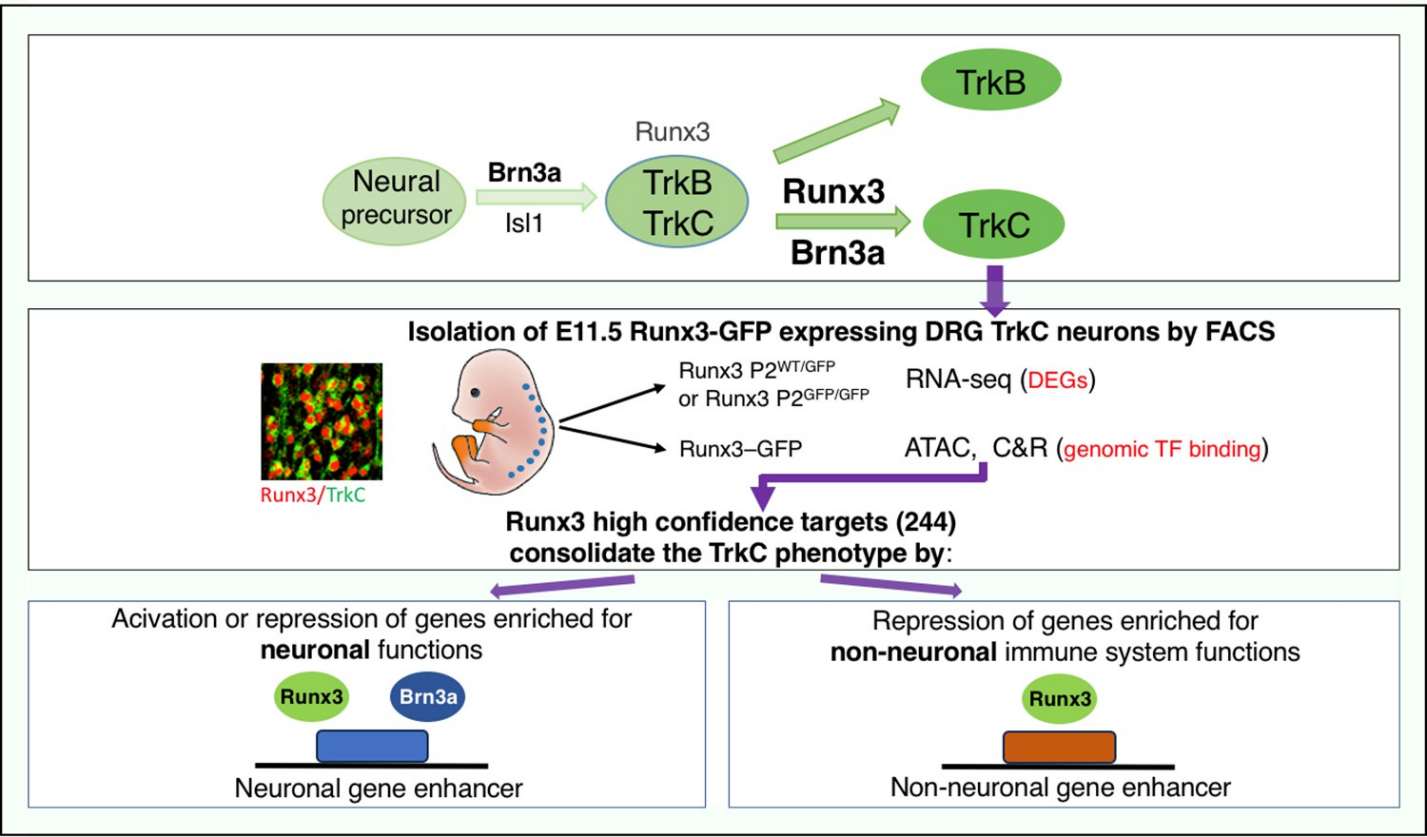
Summarizing scheme of the cooperation between Runx3, Brn3a and Isl1 in Runx3 HCT in early developing DRG TrkC neurons.

The Runx3 HCT were DEGs that harbored Runx3_RBS peaks within their gene body and/or in the intergenic regions up to their nearest neighbors on both sides of the peak-bearing genes, acting as enhancers. However, it is known that enhancers of certain genes reside within the boundaries of their neighboring genes, such as the limb ZRS enhancer of *Shh* that resides within an intron of *Lmbr1* [29,30] or even when separated from the regulated gene by other genes [31–33]. In fact, GREAT associated Runx3_RBS peaks to genes identified ~30 DEGs in which the Runx3_RBS peaks resided within introns of their neighboring non-DEGs. Therefore, the identified 244 Runx3 HCT may be underestimated. Further studies, out of the scope of our present experiments, are needed to verify whether such Runx3_RBS peaks are indeed enhancers of genes whose expression was affected in Runx3-deficient TrkC neurons.

In addition to the 244 Runx3 HCT described above, we also detected 37 DEGs that harbored Runx3 peaks in genomic regions that lacked RBS (S4 Table). The presence of ATAC, H3K27Ac, Brn3a and/or Isl1 peaks in most of these 37 genes raises the possibility that Runx3 is recruited to these regions by Brn3a and/or Isl1 and might act with them to regulate the expression of these genes. To the best of our knowledge, no published biochemical evidence that Runx3 protein directly physically interacts with the Brn3a or Isl1 proteins exists. However, there is evidence in the literature that other POU, RUNX and ISL family members can physically interact (Oct1 interacts with Runx2 in mammary epithelial cells, [34] and the Brn3a ortholog UNC-86 interacts with the LIM-homeodomain TF MEC-3 in mechanosensory neurons in *C*. *elegans*, reviewed in [35]. Among the 244 Runx3 HCT, we identified up-regulation of *Ntrk2* and several other TrkB neurons-specific genes and down-regulation of many proprioceptive-specific genes in the absence of Runx3. Moreover, the Runx3 HCT up-regulated in Runx3-deficient TrkC neurons were enriched for immune system terms, suggesting that Runx3 suppresses the inappropriate expression of certain immune-associated genes in the developing TrkC neurons. Interestingly, a similar phenomenon of immune system genes up-regulation was described in neurons from the CK-p25 mouse model of neurodegeneration [36], in mice following brain hypoxic ischemia [37], in oligodendrocyte precursor cells of patients with multiple sclerosis [38] and in mouse hippocampal C1 neurons following contextual fear conditioning [39]. Of note, the 71 up-regulated genes in these hippocampal C1 neurons were also enriched for immune response terms [39], like the up-regulated Runx3 HCT. These findings indicated that Runx3 was important for maintaining the identity and fidelity of TrkC neurons by inhibiting the expression of certain genes that are normally expressed in other cell types, including other neuron subtypes and immune cells.

It is interesting to note that some Runx3 HCT encode for TFs that are either down-regulated (*Hoxd10*, *Mycn*, *Neurod1*, *Nfia*, *Prdm12* and *Zfp804a*) or up-regulated (*Gata2*, *Hoxb5os*, *Meis1*, *Nr5a2*, *Pou2f2*, *Sox6*, *Tox*, *Zfhx3* and *Zfp536*) in the absence of Runx3. It is possible that these TF Runx3 HCT may indirectly affect the expression of some of the DEGs, that did not qualify as direct Runx3 HCT due to a lack of Runx3_RBS peaks. It could also be suggested that some of these Runx3 target TFs could participate in regulating the expression of other Runx3 HCT.

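TF genes among the HCT differed widely in their number of TF peaks. Of 15 such genes 14 have a domain, and all 14 had ATAC peaks of both kinds. *Meis1* had 58 ATAC peaks, 8 Runx3_RBS peaks and 33 Brn3a_BRNF peaks, and *Zfhx3* 36, 9 and 27. *Sox6* had 3 Runx3_RBS peaks, all overlapping Brn3a_BRNF without Isl1_LHXF, and *Tox* had 2 regions with all 3 TFs, both marked. *Nfia* had 3 Runx3_RBS peaks and *Zfp804a* 2, each with 1 region of all 3 TFs. *Pou2f2* had 2 Runx3_RBS peaks and no Brn3a_BRNF peak, and *Hoxd10* and *Gata2* had 1 Runx3_RBS peak each and neither Brn3a_BRNF nor Isl1_LHXF. Runx3_RBS peaks of both kinds were present at 8 of the 14 (57.1%), but the paper chose these genes by Runx3 peaks, which mostly lie in ATAC peaks, so neither share is independent evidence.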

The fraction of Runx3 peaks in promoters (42%) is much higher than that of Brn3a (11%) or Isl1 (5%) peaks. This trend was maintained in the peaks containing their respective consensus TFBS (38%, 5%, and 4% in Runx3_RBS, Brn3a_BRNF, and Isl1_LHXF, respectively). 

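Over all peaks, with or without motifs, Runx3 was the most promoter-bound TF. Promoters held 6187 Runx3 peaks (46.0%, 45.2–46.9%), 5799 Brn3a peaks (17.7%, 17.3–18.1%) and 1590 Isl1 peaks (9.92%, 9.46–10.4%). The odds ratio of Runx3 against Brn3a was 3.97 and against Isl1 7.75 (95% interval 7.28–8.24), both by Fisher's exact test. At *Itga2b*, the Runx3_RBS peak and all 3 ATAC peaks were in promoters.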

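Peaks without a motif were more often in promoters for each TF. Promoters held 41.6% of Brn3a peaks without V$BRNF (40.6–42.6%) and 15.0% of Isl1 peaks without V$LHXF (14.0–16.0%). Of open promoters, 5.73% held a Brn3a_BRNF peak and 2.72% an Isl1_LHXF peak, while 17.9% and 12.5% of ATAC peaks in introns/intergenic regions did.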

While 72% of Runx3_RBS peaks overlapped with ATAC peaks, only 35% and 49% of Brn3a_BRNF and Isl1_LHXF peaks, respectively, did so.

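Among peaks with their motifs, accessibility fell from Runx3 to Isl1 to Brn3a. ATAC overlapped 6944 Runx3_RBS peaks, 5611 Isl1_LHXF peaks (49.0%, 48.1–49.9%) and 8390 Brn3a_BRNF peaks (35.4%, 34.8–36.1%). Random shifts gave about 2.09%, 2.02% and 2.02%. H3K27Ac overlapped 55.6%, 19.9% and 15.2%. Without the motifs, Brn3a stood above Isl1. ATAC overlapped 73.5% of Brn3a peaks without V$BRNF and 42.5% of Isl1 peaks without V$LHXF, and H3K27Ac 57.1% and 28.1%. The Brn3a_BRNF peaks of *Ntrk2* at 58861818 to 58862126 and 58913631 to 58913852 are examples without ATAC.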

A prominent fraction of the intronic/intergenic Runx3, Brn3a, and Isl1 peaks lack ATAC marks, suggesting that at these sites they act as pioneer TFs. 

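In introns/intergenic regions, most Brn3a_BRNF peaks and about as many Isl1_LHXF peaks as not lacked ATAC. Of Brn3a_BRNF peaks there, 33.1% overlapped ATAC, and of Isl1_LHXF peaks 47.5%. Neither ATAC nor H3K27Ac was found at 14030 Brn3a_BRNF peaks (64.7%) and 5158 Isl1_LHXF peaks (48.9%). Regions shared by TFs were more open, with ATAC at 74.7% of distal peaks with all 3 TFs (72.4–76.9%) and at 21.0% with Brn3a_BRNF only (20.4–21.7%). *Prdm12* had a distal region of all 3 TFs with neither mark.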

Isl1 and POU family TFs such as OCT4 were reported to have pioneering activity [40–42]. It was also shown that Pou4f3/Brn3c facilitates chromatin binding of Atoh1 TF and promotes mechanoceptor sensory neuron differentiation in inner ear hair cells and epidermal Merkel cells [43]. RUNX family members were suggested to be able to act as pioneer TFs that engage with condensed chromatin to facilitate its opening and promote the binding of other TFs [7]. Moreover, it was reported that Runx3 was required for chromatin accessibility in T cell receptor-activated CD8+ T cells [44]. Experiments that measured the ability of various TFs to bind to nucleosomes revealed that RUNX3 could bind to nucleosomes close to their ends, a different position than the binding of several POU domain TFs, including POU4F1 (BRN3A) and ISL1 [45] a property ascribed to so-called “pioneer TFs”. RUNX1 and RUNX2, the other RUNX TF family members, also bind to nucleosomes [45] and Runx2 was reported to regulate chromatin accessibility in neonatal osteoblasts [46]. In addition, we found that Runx3-bound genomic regions had a stronger ATAC signal than regions lacking Runx3 binding and that the fraction of ATAC/H3K27Ac-marked Runx3 HCT among Runx3, Brn3a and Isl1 overlapping peaks was larger than in regions bound by each of these TFs alone. While these results might imply that these three TFs cooperate to increase chromatin accessibility at their bound regions in TrkC neurons, we cannot dismiss the possibility that their joint binding prefers already open genomic regions.

It is currently unknown which of the intron/intergenic regions that bind Runx3, Brn3a, or Isl1 in the Runx3 HCT likely acting as enhancer regions, confer expression specificity to DRG TrkC neurons. It will be interesting to use transgenic mouse experiments to determine whether such putative enhancer elements, especially those that bind all three TFs, confer specific LacZ/GFP reporter expression in DRG TrkC neurons. It will also be interesting to determine whether the presence of H3K27Ac marks in such combined TF-bound enhancer elements is required for this DRG expression.

## Methods and materials

### Ethics statement

The experiments were strictly following the recommendations of the US National Institutes of Health Guide for the Care and Use of Laboratory Animals. The Weizmann Institute of Science Committee approved the Ethics of Animal Experiments protocols.

#### Mouse strains

Using recombineering, BAC-E (CHORI RP23-307D6) was modified to express GFP, and transgenic mice expressing the modified BAC (BAC-E-GFP) were generated [3]. These mice were with a Cb6F1 background. EGFP was fused into *Runx3*’s exon3, which appears in all functional products of Runx3.

#### Immunofluorescence

Runx3, TrkC, and GFP in DRGs of E11.5 BAC-E/GFP transgenic mice were detected as previously described [3].

#### DRG preparation

DRGs from 10–20 E11.5 embryos (mainly cervical) bearing BAC-E-GFP were dissected into cold Neurobasal A medium (Gibco 10888–022) containing 10% FCS and pooled together for each experimental replicate sample. For tissue dissociation, DRG were incubated in Eppendorf tubes for 13 min at 37°C and shaking at 700 rpm in 1 ml containing 2.5mg Trypsin B (Biological Industries, 03-046-1B) and 0.1% collagenase H (Roche Diagnostics, 11074032001) per embryo. The digested tissue was then centrifuged at 1300 rpm (200xg) for 7 min at 4°C, washed in 1ml Neurobasal A/10% Fetal Calf Serum (FCS) and resuspended in 300 μl ice cold Neurobasal-A medium, followed by passage through a 70 μm filter until complete tissue dissociation.

#### Isolation of GFP^+^TrkC^+^ neurons

The GFP^+^ TrkC^+^ neurons were sorted into DNase-free tubes containing 300 μl of FCS using FACS Aria SORP, with a 130 μm nozzle. Sorted cells were spun at 1300 rpm for 15 min, and supernatant was removed, leaving 100–200 μl. The resuspended pellet was transferred to 0.2 ml tubes (not low binding tubes), the cells were spun again as described above, and the supernatant was removed, leaving 10–20 μl to cover the pellet. The average number of isolated E11.5 embryo TrkC neurons per embryo was in the range of 20,000–30,000. In two experiments, DRG TrkC^+^ neurons from GFP^+^ or WT mice were isolated by magnetic-activated cell separation (MACS). DRG cells were incubated on ice for 60 min with biotin-conjugated rabbit anti-TrkC antibody (R&D systems BAF1404, 1:50), washed with Neurobasal-A medium and then incubated with streptavidin-conjugated magnetic nanoparticles (BD Bioscience, BDB557812) for 30 min at 8°C. The mixture of cells and nanoparticles was then placed on a magnet for 10 min, the supernatant containing unbound cells was carefully removed, and nanoparticle-bound cells were recovered after the removal of tubes from the magnet and resuspension in Neurobasal-A medium.

#### Assay for transposase-accessible chromatin (ATAC-seq)

The ATAC-seq protocol was modified from Buenrostro et al [47]. GFP^+^ cells (50,000) were sorted into an Eppendorf tube (not a low binding one) containing 100 μl of MACS buffer [1xPBS, 2mMEDTA, 1% BSA and protease inhibitors (Pi) mix (cOmplete Mini, Roche, 1:7)]. After removing the buffer by spinning at 1300 rpm for 10 min, the pellet was resuspended in 25 μl cold Lysis buffer (10mM Tris-HCl pH7.4, 10mM NaCl, 3 mM MgCl2, 0.1% IGEPAL CA-630) by pipetting 5 times, followed by spin at 500g for 20 min at 4°C. The pellet was kept on ice and resuspended in 12.5 μl Nextera 2xTD buffer, 2 μl Nextera Tn5 enzyme (Illumina Cat #FC-121-1030) and 10.5 μl H_2_O and incubated at 37°C for 1h with shaking (500 rpm). Cleaning the reaction was performed by adding 5 μl clean-up buffer (900mM NaCl, 30mM EDTA), 2 μl 5% SDS and 2 μl Proteinase K (20mg/ml) followed by incubation for 30 min at 40°C while shaking at 500 rpm. DNA fragments obtained from the ATAC reaction were purified using 2.2xAMPure beads (Beckman Coulter A63881), and then a barcoded library was prepared of using a modified protocol of Lara-Astasio et al. [48]. Nine PCR enrichment cycles were performed for ATAC-seq. One μl of library preparation was used for DNA quantification on Qubit, and 1 μl was analyzed by TapeStation. A pool of 4 nM DNA samples was prepared and 1.8 pM was loaded for sequencing using NextSeq 550 sequencing system with NextSeq 500/550 mid-output kit of Illumina (20024904). Three experimental replicates were carried out.

#### CUT&RUN

CUT&RUN protocol for neuronal cells was adopted from Skene PJ et al [49]. Twelve μl Concanavalin A magnetic beads (Bangs Laboratories, BP531) were washed twice with binding buffer (20mM HEPES-KOH, pH7.9; 10mM KCl, 1mM CaCl_2_, 1mM MnCl_2_), resuspended in 12 μl of the same buffer, added to a sample with 100,000–150,000 sorted cells in 500 μl cold Wash buffer (20mM HEPES, pH7.5; 150mM NaCl, 0.5mM Spermidine, 2mM EDTA, 0.1% BSA, 0.05% digitonin, Pi) and rotated for 6 min at RT. Beads were spun down and resuspended in 100 μl Ab buffer (10 μl 0.1M EDTA, 5 μl 10%BSA, 5 μl 5% Digitonin, 480 μl Wash Buffer). Rabbit anti-Runx3 (in- house produced 1:200) or anti-Brn3a (1:200, generously provided by Dr. E. Turner, eric.turner@seattle chilrens.org, 1:200) or anti-Isl1 (Abcam ab20670, 1:50) or anti- H3K27Ac (Abcam ab4729, 1:50) or non-immune rabbit serum used as control were added to the cells (final volume 500 μl) and tubes were rotated overnight at 4°C. The Tubes were placed on a magnet (for 2 min) and supernatant was replaced by 1 ml Wash buffer (20mM HEPES, pH7.5; 150mM NaCl, 0.5mM Spermidine, 0.05% digitonin, Pi). Cells attached to beads were washed twice, the tubes were removed from the magnet and cells were incubated with 150 pg Protein A conjugated Micrococcal Nuclease (pA-MNase) followed by rotation for 1 hr at 4°C. The samples were washed twice with the same wash buffer and incubated for 5 min on wet ice. 2 mM CaCl_2_ was added, and the samples were incubated for 30 min on ice. Reaction was stopped by adding 100 μl 2xSTOP buffer (0.65M NaCl, 20mM EDTA, 4mM EGTA, 0.05% digitonin, 10 μg/ml RNase A, 50 μg/ml glycogen, 0.004 pg/ml heterologous spike-in DNA) and the tubes were incubated for 10 min at 37°C. Tubes were placed again on the magnet, the supernatant was collected, and the DNA was extracted by phenol/chloroform. DNA fragments obtained from the CUT&RUN reaction were purified using 1.7xAMPure beads (Beckman Coulter A63881), followed by the preparation of a barcoded library using a library prep kit (NEBNext Ultra II DNA E7645S). PCR enrichment was performed for 12–13 cycles. Library preparation analysis and sequencing (1 μl for each sample) were conducted as above. The number of CUT&RUN experimental replicates were 8 of Runx3, 2 of Brn3a, 3 of Isl1 and 5 of H3K27Ac.

### Bioinformatics

#### ATACseq data

Reads were trimmed of their adapter using Cutadapt and aligned to mm10 genome (GRCm38.p5) with Bowtie2 (version 2.3.4.1) [50]. PCR duplicates were then removed using Picard (v 1.119). Non-uniquely mapped reads were filtered out with Samtools using the flags ‘-F 4 -f 0x2’. Nucleosome-free read pairs with inner distance of up to 120 bp were then selected from the alignment for downstream analyses. MACS2 (version 2.1.1.20160309) [51] was applied for peak calling with the setting: -f BAMPE—SPMR -B–Nomodel. The strength of the ATAC and H3K27Ac signal was calculated in RPKM using Deeptools, and statistical significance between different sets of peaks was calculated by the Kolmogorov Smirnov test. The custom code used for analysis of ATAC-seq data is deposited in GitHub and is accessible at https://github.com/TsviyaOlender/atac-seq-pipeline.

#### CUT&RUN data

Reads were trimmed from their adapter using Cutadapt following an alignment to the mm10 genome using ‘—no-mixed—no-discordant’. After alignment, fragments of ≤ 90 bp were selected for peak calling. Peak calling was performed with MACS2 against the control samples using ‘—keep-dup all’. The custom code used for analysis of CUT&RUN data is deposited in GitHub and is accessible at https://github.com/TsviyaOlender/cut_run

### Generating consensus and annotation of peaks from replicate experiments

We generated a consensus set of peaks from the biological replicates for every TF, ATAC, and H3K27Ac. This was done by selecting peaks that are shared by at least 50% of the experiment replicates (with ‘Bedtools intersect–F 0.5’). The consensus peaks were scored as those that appeared in 4/8 replicates for Runx3; 2/3 for ATAC; 3/5 for H3K27Ac; 2/3 for Isl1; and 2/2 for Brn3a. Because some CUT&RUN experiments showed contamination by sequences of undetermined origin such as (TA)n [52], peaks overlapping by >60% with repeat element regions (file RepeatMasker_rmsk_mm10.bed of UCSC) were removed. Blacklist peaks of Ensembl were removed from all datasets.

*De novo* enrichment analysis of DNA-binding motifs in TF-bound peaks was performed with Homer and identification of Runx3 binding sites (RBS) in consensus Runx3-bound peaks was done with a custom script designed to identify each all eight alternatives of the consensus RUNX motif RCCRCA (R = A/G), hereafter referred to as Runx3_RBS. We also used Genomatix to annotate Brn3a and Isl1 and their respective DNA-binding motifs (V$BRNF and V$LHXF).

Peak association to genes and annotation were performed with Homer (version 4.11) [53] and with GREAT version 4.04 analysis under default parameters [54]. Gene ontology (GO) annotation enrichment analysis was determined by gProfiler [55].

### Determination of overlap between different TF-bound (TF_TFBS) peak categories with or without ATAC and H3K27Ac chromatin marks

The consensus peaks of Runx3_RBS, Brn3a_BRNF, Isl1-LHXF and H3K27Ac were extended to 300 bp, ATAC peaks were extended to 500 bp and the overlap was determined using ‘Bedtools intersect’.

### K-means clustering of different peak categories in Runx3 target genes

The up-regulated and down-regulated Runx3 HCT were clustered based on the seven different TF peak categories using the pheatmap package in R with kmeans = 4 for the up-regulated target genes and kmeans = 2 for the down-regulated ones. All other parameters used the default values. The Morpheus tool (https://software.broadinstitute.org/morpheus) was applied to generate heatmaps based on the R clusters output genes.

## Supporting information

S1 Fig ATAC or H3K27ac signal is stronger in Runx3-bound regions compared to Runx3-unbound regions. Representative signal intensity of ATAC and H3K27ac peaks in Runx3-bound and unbound promoter and intron/intergenic genomic regions. a and b, boxplot (top) and schematic representation (bottom) of signal intensity distribution at -2 to +2 kb from the peak summit (bottom).
(TIF)

S2 Fig Top 15 Homer *denovo* enriched motifs in Brn3a and Isl1 bound genomic regions.

S3 Fig Enriched GO annotation terms in down-regulated and up-regulated Runx3 HCT.

S4 Fig UCSC browser derived genomic positions of Runx3, Brn3a and Isl1 peaks and ATAC and H3K27ac marked regions in *Ctss*. The pink vertical rectangle represents the position of a Runx3-bound region that lacks the RBS motif.
(TIF)

S1 Table GO terms enrichment in genomic regions of genes with ATAC, H3K27Ac and Runx3 peaks. Promoters-only, intron/intergenic regions-only or in promoters and intron/intergenic regions.
(XLSX)

S2 Table List of Runx3 HCT containing separate and overlapping Runx3, Brn3a and Isl1 peaks.

S3 Table Runx3 HCT expressed in clusters of DRG proprioceptive, mechanoceptive or other neuron subtypes in early embryonic development.

S4 Table Runx3_noRBS peaks with ATAC mark, GO terms enrichment of Runx3_noRBS-assocaiated genes, and 37 corresponding Runx3_noRBS HCT.

# Supplementary material for: Runx3, Brn3a and Isl1 interplay orchestrates the transcriptional program in the early stages of proprioceptive neuron development
**Source:** PLoS Genet. 2024 Dec 23;20(12):e1011401. doi: 10.1371/journal.pgen.1011401
**Supplement:** S3 Table

**S3 Table.** **Runx3 HCT expressed in clusters of DRG proprioceptive, mechanoceptive or other neuron subtypes in early embryonic development**

| **Runx3 HCT** | | **76 genes expressed in E11.5 proprioceptive clusters 7 and/or 9** |
| --- | --- | --- |
| **Down-regulated**  **(86 genes)** | | *4933431E20Rik, Ablim3, Adcy1, AI593442, Anxa2, Anxa5, Asic1, Cacna2d2, Calca, Camk1g, Cbln2, Ccser2, Cdh12, Cdh18, Cntfr, Cntnap2, Cpeb2, Cyth3, Dock5, Fam189a1, Frmd3, Gabrb3, Gal, Galnt14, Gfra3, Gm20597, Grik1, Grm3, Insrr, Jph4, Kcnb1, Kirrel3, Klhl5, Malat1, March8, Mark1, Mdga1, Mgat4c, Mgst3, Miat, Myo1e, Ncam2, Neurod1, Nfia, Pcdh15, Pde2a, Pfkp, Piezo2, Pirt, Pls1, Ppp1r3b, Prdm12, Prune2, Rab40c, Runx3, Scn7a, Scn10a, Six1, Sema5a, Shisa6, Slc16a2, Slc24a1, Slco4a1, Sorcs1, Spock1, Stra6, Syn2, Syt16, Tbc1d9, Tceanc2, Tenm2, Tnks, Tns1, Usp12, Zdhhc22, Zfp804a* |
|  | |  |
|  | | **24 genes expressed in E11.5 proprioceptive clusters 7 and/or 9** |
| **Up-regulated**  **(158 genes)** | | *Akap8l, Alox5ap, Ap2s1, Arl4c, B4galnt1, Fam129a, Gadd45g, Hist3h2ba, Kit, March1, Mrpl43, Ndufa6, Olfm2, Pctp, Pebp1, Rgs2, Slc1a2, Stk32b, Tox, Tsc22d1, Upf1, Yaf2, Zfhx3, Zfp536* |
|  |  |  |
|  | **8 genes expressed in E11.5 mechanoceptive cluster 11 and/or E12.5 cluster10** |  |
| **Up-regulated**  **(158 genes)** | *Cartpt, Gfra2, Lgmn, Nr5a2, Ntrk2, Pou6f2, Sgk1, Tmem108* |  |
|  |  |  |
|  | **64 genes expressed in E10.5 clusters 5 and/or 6** |  |
| **Up-regulated**  **(158 genes)** | *Aldh16a1, Ap2s1, Arap3, Asf1b, Bop1, Brca1, Cbx1, Ccdc86, Cdc6, Cdca7,* *Cdca8,* *Clns1a, Dusp6, Ect2, Fam198b, Fgfr3, Fip1l1, Fuca1, Gfra2, Gusb, Hapln1, Heatr5a, Hmga2, Hmmr, Hnrnpm, Ifngr1, Iqgap2, Itgb5, Kit, Klk8, Laptm5, Lgmn, Limch1, Mcm3, Mcm5, Meis1, Mn1, Mrpl43, Mtr, Ndufa6, Nxt1, Pctp, Pdzrn3, Pebp1, Peg10, Phb, Plcg2, Prkcq, Pros1, Prtg, Psmd8, Rrm2, Sgk3, Sh3bp1, Snrpa, Sox6, Spcs2, Specc1, Stk17b, Tnfaip8, Upf1, Vps72, Yaf2, Zfp36* |  |

Runx3 HCT that are expressed in proprioceptive clusters 7 and/or 9 at E11.5 or in mechanoceptive cluster 11 at E11.5 and/or cluster 10 at E12.5 or in E10.5 clusters 5 and/or 6, from Faure et al 2020 [1].

1. Faure L, Wang Y, Kastriti ME, Fontanet P, Cheung KKY, Petitpre C, et al. Single cell RNA sequencing identifies early diversity of sensory neurons forming via bi-potential intermediates. Nat Commun. 2020;11(1):4175-89. Epub 2020/08/23. doi: 10.1038/s41467-020-17929-4. PubMed PMID: 32826903; PubMed Central PMCID: PMCPMC7442800.

How the deposited data were processed for this re-analysis (not part of the article)

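The data are consensus peak lists of E11.5 TrkC neurons on the mouse genome mm10, for ATAC (64227 peaks), H3K27Ac (32655), Runx3 (13443), Brn3a (32823, of which 32822 lie on the nuclear chromosomes and were analysed) and Isl1 (16035). Each entry is an interval, with a count of RBS for Runx3 and a mark for V$BRNF or V$LHXF for Brn3a and Isl1. The unit of every count is a peak or a gene. Around Runx3 HCT a peak is counted for each gene whose domain holds it. The lists hold no values per sample and no scores, so every p describes the lists and not the spread between embryos.

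Starts were read as 1-based. With that reading the number of RBS counted in the sequence equalled the number in the list for all 13443 Runx3 peaks, and with 0-based starts for 99.8%. Sequence came from GRCm38.p6 and genes from GENCODE M21, which share chromosome coordinates with mm10.

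ATAC peaks were widened to at least 500 bp and others to at least 300 bp before an overlap of 1 bp was asked for. The alternatives were no widening, fixed widths, widening on each side and an overlap of 50% of the shorter peak. Chance overlap was taken from 1000 random shifts along the chromosomes. Motifs were counted on both strands of each peak and of intervals of the same width 2 kb away, and compared with exact McNemar tests. Counts were compared with two-sided Fisher's exact tests, with 0.5 added to each cell for the odds ratio when a cell was empty. Domains follow the rule of GREAT on protein-coding genes, with nearest TSS and gene bodies as alternatives. Gene lists were tested with Fisher's exact tests and with 100000 permutations within 5 bins of domain length, adjusted (Benjamini-Hochberg) over the 11 lists alone.

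Genes named in the passages are those the paper names, members of the fixed lists, and Runx3 HCT with the most regions of a kind. The values of S2 Table had been seen when groups of HCT were drawn up by function. Planned tests of down-regulated against up-regulated HCT and of immune against neuronal HCT are not given, because the copy of the table used here is incomplete. They had been run and seen before this was applied, and their removal took the number of lists in each adjustment from 16 to 11, which took the adjusted p of the myeloid and lymphoid markers for ATAC within bins of domain length from above 0.05 to below it. The immune against neuronal difference had passed 0.05 in Fisher's exact test and not within bins of domain length. Results for some single genes are not reported here. Signal per peak, GO terms, Homer and Genomatix motif searches and reads were not analysed here.

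The code was tested on simulated data. Overlaps equalled a brute-force count in 400 of 400 cases, 1000 of 1000 planted RBS were found, 57 null Fisher tests had p under 0.05 where 50 were the nominal number, and 461 Mantel-Haenszel intervals held a planted odds ratio where 475 were the nominal number. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9.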

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

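The tests on the BAC-E span were chosen after its crowding was seen.

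Peaks that the paper sets aside for lack of a motif overlapped Runx3. Of 9152 Brn3a peaks without V$BRNF, 3856 overlapped a Runx3 peak (42.1%), against 16.8% of those with it. Of 4584 Isl1 peaks without V$LHXF, 1099 did (24.0%), against 28.4% of those with it. These are listed because the paper does not report on them. Brn3a peaks without the motif were also in promoters more often (41.6% against 8.43%), where Runx3 peaks are frequent.

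The span of BAC-E around *Runx3*, which the paper does not discuss as a source of peaks, held 96 H3K27Ac, 61 Runx3 and 119 Isl1 peaks. The densest other windows of its length held 53, 16 and 16.

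Single samples and groups of samples were not compared, since the lists hold no values per sample.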

How the results depend on the processing

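Alternatives that use all Brn3a and Isl1 peaks, with or without a motif, were chosen after the data were seen. Others named here were planned.

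Of 364 alternatives over 92 results, 326 left the result the same, 16 moved it, 14 reversed it, 6 weakened it and 2 strengthened it. The same means the same direction and side of the threshold for a test, and within 1.5 times for a count, so the size of an odds ratio can differ. With fixed widths the odds ratio for H3K27Ac at ATAC peaks fell from 10.2 to 5.44 between promoters and introns/intergenic regions, and from 8.28 to 2.64 in promoters with Runx3 against without. The 2 strengthened results were ion channels for ATAC (odds ratio 8.93) and neurotrophic factor receptors for H3K27Ac (5.31), both with gene bodies. For changes listed here the cause was not tested, except where the setting itself removes peaks.

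With the longer motif AACCRCA, 3118 Runx3 peaks held an RBS and 766 of these were in promoters. With other core sequences, the ratio over all Runx3 peaks was 1.11 for POU4F1 (from 0.976) and 0.996 for ISL1 (from 1.49). With the downstream flank the POU4F1 ratio was 1.06.

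The larger overlap of Runx3 with Brn3a than with Isl1 reversed with core motifs (ratio 0.519). With Brn3a peaks drawn to the number of Isl1 peaks the ratio was 0.412, which follows from the list lengths and the full overlap. With all Brn3a and Isl1 peaks it was larger (6.38).

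Core motifs also left 6832 Brn3a-only regions, 438 of Runx3 with Brn3a, 501 of Brn3a with Isl1 and 156 with all 3 TFs. All Brn3a and Isl1 peaks gave 3879 Runx3-only regions, 2782 of Runx3 with Brn3a and 2504 with all 3 TFs. Introns/intergenic regions alone held 2681 Runx3-only regions.

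With promoters from 1 kb upstream to 100 bp downstream, 4801 genes had H3K27Ac in introns/intergenic regions only (from 1929). With the nearest TSS, 810 genes had both kinds of Runx3_RBS peaks (from 1529).

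Within bins of domain length, 3 lists instead of 5 had more genes with both kinds of ATAC peaks. Each number includes the TF genes among the HCT, which the paper chose by Runx3 peaks, so that list is not independent evidence. For H3K27Ac there were 2 lists instead of 4, and that list was among the 4 only. Whether myeloid and lymphoid markers have fewer for ATAC within these bins depends on the number of lists adjusted over, so this is not counted as kept. The tally of alternatives above still has it among those that left the result the same. With the nearest TSS or with gene bodies, 0 lists instead of 1 had fewer for ATAC. Gene bodies reversed the odds ratio for H3K27Ac at myeloid and lymphoid (1.43) and glial and neural crest markers (1.14), and for Runx3_RBS at ion channels (0.856) and liver, muscle and erythroid markers (1.04). The nearest TSS reversed it for H3K27Ac at genes used by every cell (0.896), and for Runx3_RBS at ion channels (0.704) and at myeloid and lymphoid (1.37), glial and neural crest (1.24) and liver, muscle and erythroid markers (1.86).

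No paired analysis was possible because the lists hold no values per replicate. For the same reason leaving out a replicate and a stricter peak threshold were not run. Tests of down-regulated against up-regulated and immune against neuronal HCT, planned and once run, are not given because the gene table is incomplete.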

Differences from the paper's values

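All settings named here were set before the values were seen, except all Brn3a and Isl1 peaks.

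The share of peaks in promoters was 17.7% for Brn3a (the paper's value 11%), 9.92% for Isl1 (the paper's 5%), 8.43% for Brn3a_BRNF (the paper's 5%) and 7.89% for Isl1_LHXF (the paper's 4%). Promoters from 1 kb upstream to 100 bp downstream (15.4%, 7.48%, 6.35%, 5.83%) and protein-coding transcripts only (14.0%, 5.92%, 4.99%, 4.18%) bring all 4 within 1.5 times the paper's values. Any overlap with the promoter (18.2%, 10.4%, 9.00%, 8.44%) does not.

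H3K27Ac overlapped 27.5% of ATAC peaks in introns/intergenic regions (the paper's value 44%). Widening on each side (29.7%), promoters from 1 kb upstream to 100 bp downstream (31.9%) and protein-coding transcripts (29.3%) come within 1.5 times. No widening (26.9%), fixed widths (25.1%), an overlap of 50% (26.5%) and any overlap with the promoter (27.3%) do not.

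ATAC peaks were in introns/intergenic regions only for 2669 genes (the paper's value 5,431), and no alternative comes within 1.5 times (2578, 3532, 3562, 2727 and 2172). As a share of genes with peaks this was 14.7% (the paper's 29%). The narrower promoters (19.5%) and protein-coding transcripts (19.6%) come within 1.5 times, and the others (14.2%, 16.5%, 12.4%) do not. Protein-coding transcripts give 4248 such genes for Runx3_RBS, which equals the paper's value.

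Counts in S2 Table differ most for Isl1_LHXF alone. Genes with such a peak were 50 down-regulated and 60 up-regulated (the paper's 14 and 20), peaks 134 and 147 (the paper's 19 and 25), and marked peaks 64 and 50 (the paper's 13 and 15), and no alternative comes within 1.5 times of any. Marked peaks of Runx3_RBS with Isl1_LHXF in down-regulated genes were 30 (the paper's 14), within 1.5 times only with the nearest TSS (21). In up-regulated genes, Brn3a_BRNF-only peaks were 490 (the paper's 285), within 1.5 times with core motifs (204) and the nearest TSS (269). Peaks of Brn3a_BRNF with Isl1_LHXF were 149 (the paper's 94), within 1.5 times with all Runx3 peaks (120), the nearest TSS (97) and gene bodies (133). Marked Brn3a_BRNF-only peaks were 131 (the paper's 85), outside 1.5 times also with widening on each side (136) and core motifs (44) and within it otherwise. Marked peaks of Brn3a_BRNF with Isl1_LHXF were 98 (the paper's 64), outside it also with widening on each side (100), an overlap of 50% (98) and core motifs (10) and within it otherwise. The table's up-regulated genes are 157 here.

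Of 19 HCT named for regions with all 3 TFs, 11 have a number within 1.5 times that of S2 Table. The others are *Ntrk2* with 6 (the paper's value 1), within it with the nearest TSS (1), *Gfra2* with 2 (the paper's 1), within it with the nearest TSS (1), *Cntnap2* with 2 (the paper's 4), within it with gene bodies (3), *Nfia* with 1 (the paper's 3), within it with all Runx3 peaks (2) and gene bodies (3), and *Runx3* with 3 (the paper's 5), within it with widening on each side (4) and all Runx3 peaks (6). For *Meis1* with 5 (the paper's 1), *Fam189a1* with 3 (the paper's 5) and *Gadd45g* with 4 (the paper's 2) no alternative comes within 1.5 times. The remaining alternatives do not bring any of the 8 within it.

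At *Kirrel3*, 3 of 5 Runx3_RBS peaks overlapped Brn3a_BRNF and Isl1_LHXF, where the paper counts another. The intronic Runx3_RBS peak of *Piezo2* overlapped no H3K27Ac peak, where the paper gives ATAC and H3K27Ac. The paper reports the Brn3a motif as enriched in all Runx3 peaks by Homer, a measure unlike a fixed core set against flanks. POU4F1 cores were not in excess over all Runx3 peaks (ratio 0.976, and 1.11 with the other core sequence). In introns/intergenic regions they were (1.69). Both marks were present at 63.1% of Runx3_RBS-only regions, above the range the paper gives for regions with Runx3, and at 26.5% of those in introns/intergenic regions. The paper ranks Brn3a above Isl1 in overlap with Runx3, and here the order holds for the full lists. It reverses with core motifs (0.519) and not with all Brn3a and Isl1 peaks (6.38). Lists drawn to equal length gave 0.412, which follows from the list lengths and the full overlap.

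The paper gives Brn3a and Isl1 little part in immune HCT. It clustered all up-regulated HCT, whose Runx3_RBS peaks it screened by hand in the gene and the intergenic sequence beside it. Domains here can reach into neighboring genes, and the immune group was picked by function, so the measures are unlike. Here 54.3% of 46 immune HCT had a Brn3a_BRNF peak in their domain, against 40.5% of all protein-coding genes, and 39.1% had all 3 TFs. Immune HCT also have longer domains than all protein-coding genes (median 153 kb against 89.5 kb). In the paper's direction, 91.7% and 87.5% of neuronal HCT did, and Runx3_RBS alone was present for 30.4% of immune and 4.17% of neuronal HCT. The domains of neuronal HCT are longer (median 942 kb against 153 kb), and no test of the difference is given.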

Other observations

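The tests on the BAC-E span were chosen after the result was seen, and the others before.

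Regions bound by Runx3 carried ATAC and H3K27Ac together more often than Brn3a and Isl1 regions without it. A larger share in promoters is argued against as the whole explanation by an odds ratio of 3.89 within introns/intergenic regions. Wider peaks are argued against as the whole explanation by an odds ratio of 7.65 (95% interval 7.21–8.12) over 5 bins of width, promoters included. Width and position in promoters were not accounted for together. Differences between antibodies and in the number of samples per list stay open, and no biological explanation was tested.

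Runx3 peaks without an RBS lay in ATAC peaks more often than those with it. Promoters alone are argued against by an odds ratio of 3.77 in introns/intergenic regions. An RBS just outside short peaks is argued against by its share there of 13.2% (12.0–14.6%), against 14.1% and 15.0% at 2 kb on either side. Cutting of open chromatin that does not depend on the antibody stays open, since the control serum samples were not analysed here, and no biological explanation was tested.

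Peaks of H3K27Ac, Runx3 and Isl1 crowded in the span of BAC-E, in mice that carry it as a transgene. Whether extra copies raise all reads of the span, background included, stays open. The ends of the span are approximate. In the 50 kb inside them and the 50 kb outside, Isl1 peaks numbered 50 and 1, H3K27Ac peaks 46 and 5 and Runx3 peaks 26 and 3. This restates the crowding. ATAC (21, 13.0–32.1, and 8, 3.45–15.8) and Brn3a (8, 3.45–15.8, and 1, 0.0253–5.57) also had more peaks inside. Their 95% intervals overlap, which does not decide whether the numbers differ. ATAC and Brn3a were added to this comparison after the counts were known. Over the whole span, ATAC had 7.53-fold the genome's density of peaks, and 2 of 12382 other windows were as dense. Brn3a had 7.18-fold, and 13 of 12378 were as dense. Of 114 Isl1 peaks of introns/intergenic regions in the span, 47 held the motif (odds ratio 0.256 against elsewhere). This does not decide whether a dense group of regions bound by Isl1 at its motif lies there. Peaks without the motif lower its share, and the 47 alone exceed the 16 Isl1 peaks of the densest other window. For Runx3 the odds ratio of its motif was 0.815 (0.450–1.48), which leaves such a group open too. The copy number was not measured, the lists do not separate samples sorted by FACS from those isolated with beads, and no biological explanation was tested.

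The widest H3K27Ac peaks, 93.9 kb and 86.7 kb on chromosomes 7 and 8, cover groups of small genes, and what they stand for was not tested.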
